# Primary Infection by E. multilocularis Induces Distinct Patterns of Cross Talk between Hepatic Natural Killer T Cells and Regulatory T Cells in Mice

**DOI:** 10.1128/iai.00174-22

**Published:** 2022-07-13

**Authors:** Tural Yarahmadov, Junhua Wang, Daniel Sanchez-Taltavull, Cristian A. Alvarez Rojas, Tess Brodie, Isabel Büchi, Adrian Keogh, Bruno Gottstein, Deborah Stroka, Guido Beldi

**Keywords:** single-cell RNA sequencing, *Echinococcus multilocularis*, NKT cells, single-cell RNA-seq, transcriptomics, Tregs

## Abstract

The larval stage of the helminthic cestode Echinococcus multilocularis can inflict tumor-like hepatic lesions that cause the parasitic disease alveolar echinococcosis in humans, with high mortality in untreated patients. Opportunistic properties of the disease have been established based on the increased incidence in immunocompromised patients and mouse models, indicating that an appropriate adaptive immune response is required for the control of the disease. However, cellular interactions and the kinetics of the local hepatic immune responses during the different stages of infection with E. multilocularis remain unknown. In a mouse model of oral infection that mimics the normal infection route in human patients, the networks of the hepatic immune response were assessed using single-cell RNA sequencing (scRNA-seq) of isolated hepatic CD3^+^ T cells at different infection stages. We observed an early and sustained significant increase in natural killer T (NKT) cells and regulatory T cells (Tregs). Early tumor necrosis factor (TNF)- and integrin-dependent interactions between these two cell types promote the formation of hepatic lesions. At late time points, downregulation of programmed cell death protein 1 (PD-1) and ectonucleoside triphosphate diphosphohydrolase 1 (ENTPD1)-dependent signaling suppress the resolution of parasite-induced pathology. The obtained data provide fresh insight into the adaptive immune responses and local regulatory pathways at different infection stages of E. multilocularis in mice.

## INTRODUCTION

Alveolar echinococcosis (AE) is a rare but lethal zoonotic helminthic disease caused by Echinococcus multilocularis. If untreated, the liver is damaged directly by the parasitic infiltration and mass proliferation and indirectly by the periparasitic host response. In particular, the continuous proliferation of the larval stage (metacestode) of E. multilocularis leads to an intense local granulomatous immune response surrounding the parasitic tissue, thereby promoting tumorlike focal lesions (1, 2).

Clinical observations revealed an elevated incidence of AE in immunocompromised patients, indicating that the incidence and course of the disease may depend on the immune response of the host (3). The increase in case numbers over the last decades can therefore be explained in part by the increased number of patients receiving immunosuppressive therapy, in addition to the increased fox population density and associated environmental contamination with parasite eggs (4–6). Therefore, understanding the immune response to AE is required to apply potential immunomodulatory treatments.

Previous studies on the interaction between the parasite and the host immune system were performed in immunocompromised mice and in humans (7–10). Initial parasite survival and proliferation correlated with a Th2 reorientation of the CD4^+^ T lymphocytes, leading to immunotolerance or to an anergic response to infection at later stages (1, 8, 11, 12). A trend toward resistance to the parasite was associated with Th1-cytokine profiles at later stages, including interferon alpha (IFN-α) (13) and interleukin 12 (IL-12) (14) as initiating cytokines, and IFN-γ (15) and tumor necrosis factor (TNF) alpha (16, 17) as effector cytokines. This results in the persistence of E. multilocularis, which is associated with chronic granulomatous inflammation (18).

These studies are limited, as the most conventional infection model applied resembles secondary AE, i.e., infection induced upon intraperitoneal inoculation of E. multilocularis metacestodes (19, 20). The problem associated with this infection model is that it lacks the first phase of passage of the parasite through the intestinal barrier and the second phase of intrahepatic parasite development, both of which are potentially crucial for the formation of liver lesions (21, 22). Therefore, a primary infection model using orally ingested tapeworm eggs is preferential, as it is representative of the natural route of infection. The few studies using a primary infection model described a systemic humoral response when the metacestode invades the liver (23, 24) and a tolerogenic state at the late stage of AE (20). This model of primary infection is performed in immunocompetent mice in which the infection is ultimately lethal and thereby represents the situation in humans, in which infection frequently occurs in the absence of immunosuppression.

Thus far, no study has reported on the changes of *in situ* host T cell immune responses from the early to chronic stages of primary murine AE. We used single-cell RNA sequencing (scRNA-seq) in a murine model of AE to identify transcriptional changes at the cellular level and to identify alterations in the liver at different stages of the disease. Given that the adaptive immune response drives the disease, we aimed to assess T cell-dependent interactions at the various successive stages of disease, i.e., early, intermediate, and chronic. Our analysis revealed distinct temporal changes with the early expansion of natural killer T (NKT) cells and regulatory T cells (Tregs), as well as changes in their cellular interaction across the time points of the experiment. The activation of specific genes regulates CD4^+^ and CD8^+^ T cells in the early stages and NKT cells and Tregs at later time points.

## RESULTS

### Expansion of NKT cells and Tregs as first responders to infection.

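T cells isolated from the liver by negative selection were profiled by droplet single-cell RNA sequencing on the 10x Genomics platform. The authors deposited the filtered Cell Ranger tables of unique molecular identifier (UMI) counts per gene and cell barcode, without normalization. The tables cover 12 samples: 3 noninfected controls, taken on days 10, 21 and 48, and 3 infected samples each from D10, D21 and D48. The paper analyzed 10 of them. It left out the control of day 10 and D10 replicate 3 for abnormal clustering and high mitochondrial content. The values below come from the same 10 samples (2 controls, 2 on D10, 3 on D21 and 3 on D48) unless all 12 are named.

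Total UMI counts were 3435705 in the day 21 control and 11405214 in the day 48 control. They were 3043184 and 4316629 on D10, 2685160, 6916291 and 1754525 on D21, and 2567685, 7515419 and 13102323 on D48, in the order of the replicates. The samples left out had 1858388 (day 10 control) and 19197090 UMIs (D10 replicate 3). Barcodes were kept at the gene minimum that the paper states for each sample and at no more than 15% mitochondrial UMIs. The paper's text gives no gene minimum for D10 replicate 1, and 250 genes were used.

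The paper's SingleR label of each cell was not used here. The kept cells of the 10 samples were clustered again from log-normalized counts (2000 variable genes, 30 principal components, resolution 1), which gave 20 clusters. Clusters were named from lists of marker genes, and the names carry "-like" for this reason. The lists, the samples, the tests and most of the alternative settings were chosen before the data were examined. The rule that turns the lists into names was set after the clusters and the class counts had been seen.

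Cell numbers per class and sample were compared with edgeR's quasi-likelihood test. Genes were compared with the same test on UMI counts summed per sample over the cells of a class, so that the samples and not the cells are the replicates. Gene levels are CPM values (counts scaled to 1e6 UMIs) with TMM factors, as the mean ± SD over samples. All 4 groups entered each fit, and p values were adjusted by the Benjamini-Hochberg method. Numbers of genes at an unadjusted p below 0.05 include genes that pass without any true change. By themselves they are not evidence of a change. Gene positions are on GRCm38. Confidence intervals and floors cover counting error only. The T cell receptor libraries were not analysed here.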

We generated and analyzed a murine immune cell data set spanning 4 time points pre- and post-oral infection. The data set consists of hepatic T cells from noninfected control (D0) mice (2 samples) and the cells from the livers of mice at 10 days (D10; early infection, 2 samples), 21 days (D21; intermediate infection, 3 samples), and 48 days (D48; late infection, 3 samples) post-oral infection (Fig. 1A). Together, the studied data set consists of 14,848 cells from 10 different samples. 

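At the gene minimums and the mitochondrial limit, 16318 cells of the 10 samples were kept. The day 21 and day 48 controls kept 938 and 2997 cells. The D10 samples kept 843 and 1236, the D21 samples 693, 2047 and 793, and the D48 samples 753, 2318 and 3700. The median UMI count per kept cell was lowest in D21 replicate 3 (2066) and highest in the day 48 control (3597). Barcodes above the mitochondrial limit made up 35.1% of D48 replicate 1, 6.91% and 5.79% of the D10 samples, and between 0.761% and 2.10% of the other 7 samples. With all 12 samples, the day 10 control kept 502 of 967 barcodes and D10 replicate 3 kept 3396 of 11257.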

Unsupervised clustering was performed using Seurat and manually adjusted based on a higher clustering resolution level to better separate immune cell subpopulations (see “Dimensionality reduction and filtering” in Materials and Methods) (Fig. 1B and C). The cell types were next annotated using SingleR (25) (Fig. 1D and E; see also Fig. S1 in the supplemental material), resulting in 15 clusters overlaid with the predicted cell annotations showing the spatial separation of the different cell types. 

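Of the kept cells, 5401 fell into CD4-like, 5265 into CD8-like, 1901 into NKT-like, 346 into Treg-like and 237 into gamma-delta-like clusters. The CD4-like class joined 3 clusters of 2319, 2043 and 1039 cells, the last of them led by Itgb1, Casp4 and S100a4. The CD8-like class joined 3 clusters of 3190, 1373 and 702 cells. The NKT-like class joined a cluster of 1562 cells, led by Cxcr6, Il4, Ckb and Zbtb16, and one of 339 cells, led by Klra9, Klrc2, Klrk1 and Ifng. Foxp3 was found in 66.8% of the cells of the single Treg-like cluster, and Il17a was a leading gene of the gamma-delta-like cluster.

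Clusters outside these classes held different shares of the groups. An NK-like cluster, in which 66.7% of the cells had a UMI of Ncr1, took up 2.34% of the kept cells of the controls, 8.13% on D10, 3.06% on D21 and 2.13% on D48. A second NK-like cluster took up 0.330%, 0.289%, 0.396% and 0.0886%, in the same order. A cluster between the CD4 and NKT lists, led by Il13, Ccl1 and Ccr8, was left unnamed and took up 0.178%, 2.50%, 4.76% and 3.03%. An unnamed cluster of low UMI counts (median 1053.5), with Cd4 in 12.7% and Cd8a in 5.39% of its cells, took up 2.80%, 2.98%, 4.39% and 5.04%. An unnamed cluster with interferon-induced genes took up 3.05%, 1.97%, 1.73% and 1.45%, and one with hepatocyte genes 1.40%, 0.481%, 1.98% and 2.30%. Proliferating cells took up 2.13%, 3.27%, 2.35% and 1.28%. Myeloid cells took up 3.38%, 4.38%, 1.39% and 0.857%, cells with hemoglobin genes 1.96%, 0.192%, 1.33% and 0.192%, and hepatocytes 1.47%, 1.30%, 0.113% and 0.325%. These shares are pooled over the samples of a group, and single samples carry some of them. The day 21 control held 68 of the 77 cells with hemoglobin genes of the controls, and D21 replicate 1 held 35 of the 47 on D21. D48 replicate 1 held 83 of the 156 cells of the unnamed cluster with hepatocyte genes on D48, and D21 replicate 3 held 34 of the 70 on D21. D48 replicate 3 held 21 of the 22 hepatocytes on D48, and the day 21 control held 9 of the 13 cells of the second NK-like cluster in the controls.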

According to the SingleR annotation, the final data set consists of 7,057 CD4^+^ T cells (48%), 4,805 CD8^+^ T cells (32%), 2,297 natural killer T (NKT) cells (15%), 372 regulatory T cells (Tregs; 3%), and 317 T gamma delta (Tgd) cells (2%) (Table S1). The differential abundance over the course of the experiment was quantified and tested by fitting the values to a quasi-likelihood negative binomial generalized log-linear model, producing *P* values adjusted using the Benjamini-Hochberg method of controlling the false discovery rate (FDR; for details, see “Differential abundance testing” in Materials and Methods). 

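NKT-like cells made up 4.57% ± 0.943 (SD, n = 2) of the cells in the 5 classes in the controls and 39.9% ± 16.1 (SD, n = 2) on D10. The log2 fold change between D10 and control was 2.93 (standard error 0.65, adjusted p = 0.0034 from edgeR's quasi-likelihood test). Both D10 samples (51.3% and 28.5%) lay above both controls (3.90% on day 21 and 5.24% on day 48). The 2 clusters of the class were weighted differently between the groups. The cluster led by Cxcr6 held 12 of 26 and 17 of 132 NKT-like cells of the day 21 and day 48 controls, and 313 of 326 and 234 of 260 on D10. The remaining cells belonged to the cluster led by Klra9 and Ifng.

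Treg-like cells made up 1.40% ± 0.573 (SD, n = 2) in the controls and 6.35% ± 3.42 (SD, n = 2) on D10, with a log2 fold change of 2.54 (standard error 0.53, adjusted p = 0.0019 from edgeR). Both D10 samples lay above both controls. Against the average of the other groups, the log2 fold changes on D10 were 2.00 (standard error 0.48, adjusted p = 0.0050 from edgeR) for NKT-like and 1.77 (standard error 0.40, adjusted p = 0.0031 from edgeR) for Treg-like cells.

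With all 12 samples clustered together, NKT-like cells made up 16.4% ± 21.2 (SD, n = 3) in the controls and 42.7% ± 13.7 (SD, n = 3) on D10, a log2 fold change of 2.56 (adjusted p = 0.0038 from edgeR). Treg-like cells made up 3.99% ± 4.59 and 6.14% ± 3.30, a log2 fold change of 1.48 (adjusted p = 0.072 from edgeR). Both fitted values are larger than the group means imply, since samples with few cells weigh little in the fit. The day 10 control, with 40.9% NKT-like cells, held 345 cells in the classes, and the other controls 721 and 2636. The fitted values with all 12 samples therefore reflect that control only weakly. The alternative that moved the NKT-like and Treg-like values most compared each time point with the control of its own day. It was chosen after the data had been seen, and its single control per day is assumed to vary like the other groups. It gave a log2 fold change on D10 of 0.18 for NKT-like and −0.79 for Treg-like cells (adjusted p = 0.82 for both from edgeR). Over all alternatives, the adjusted p ranged from 7.5e-07 to 0.82 for NKT-like and from 2.6e-05 to 0.82 for Treg-like cells.

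Without the day 48 control, the log2 fold change of NKT-like cells was 3.27 with an adjusted p of 0.080 from edgeR. For Treg-like cells, the adjusted p was 0.087 without the day 48 control and 0.071 without D10 replicate 2, with log2 fold changes of 1.91 and 1.75. Against the average of the other groups, leaving out D10 replicate 1 gave 1.59 for NKT-like cells (adjusted p = 0.061 from edgeR), and leaving out D10 replicate 2 gave 0.99 for Treg-like cells (adjusted p = 0.24 from edgeR).

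**Figure D1:**
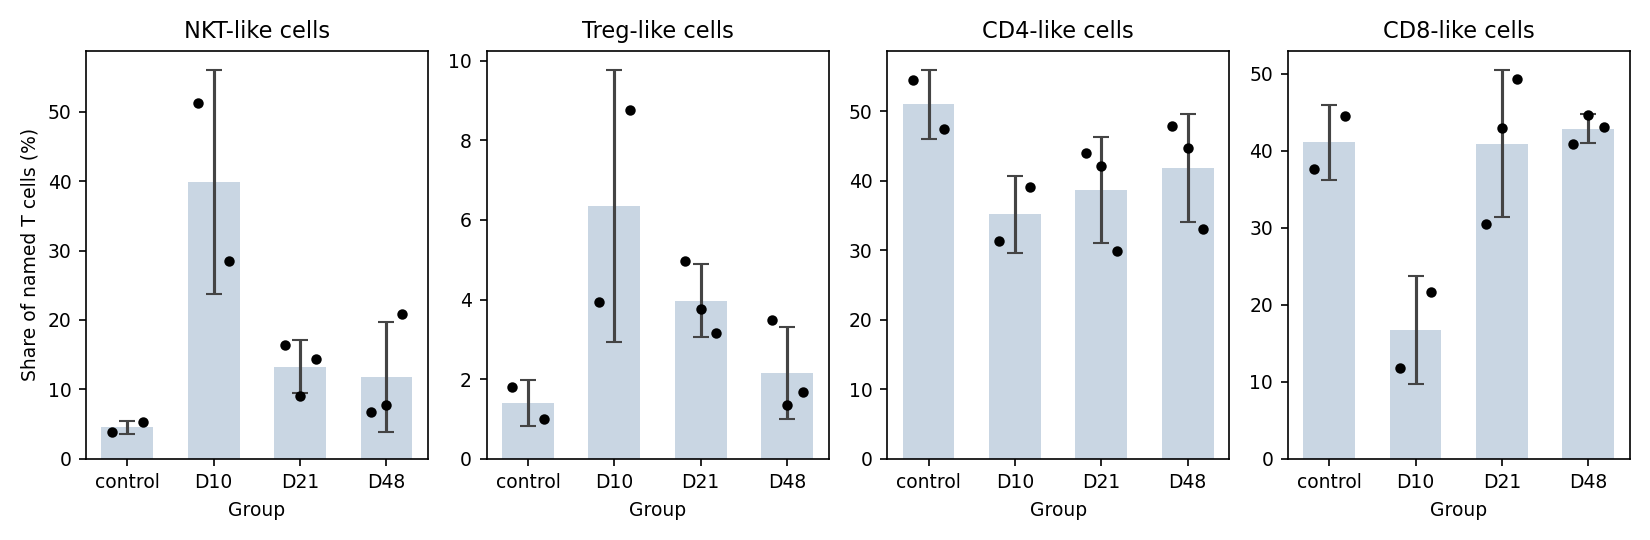
Share of the cells in the 5 classes (%) that were NKT-like, Treg-like, CD4-like or CD8-like in the controls and on D10, D21 and D48. Points are the 10 samples, bars the group means and error bars the SD; the D10 samples lie at 51.3% and 28.5% for NKT-like cells.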

On D10, the NKT cells expanded sharply (FDR, 0.0004), and to a lesser extent, the abundance of Tregs also increased (FDR, 0.043) (Fig. 1D, F, G). No statistical significance was observed for other cell types or time points.

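CD8-like cells made up 41.1% ± 4.86 (SD, n = 2) in the controls and 16.7% ± 7.00 (SD, n = 2) on D10, a log2 fold change of −1.29 (standard error 0.24, adjusted p = 0.0019 from edgeR). Both D10 samples lay below both controls. CD4-like cells made up 51.0% ± 4.92 and 35.2% ± 5.52, a log2 fold change of −0.45 (standard error 0.24, adjusted p = 0.12 from edgeR). Gamma-delta-like cells had a log2 fold change of 0.09 (standard error 0.45, adjusted p = 0.84 from edgeR).

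On D21, Treg-like cells made up 3.97% ± 0.922 (SD, n = 3), and their log2 fold change against control was 1.72 (standard error 0.53, adjusted p = 0.046 from edgeR), with all 3 samples above both controls. NKT-like cells on D21 had a log2 fold change of 1.20 (standard error 0.78, adjusted p = 0.21 from edgeR). On D48, the log2 fold changes against control were 1.59 (standard error 0.64, adjusted p = 0.18 from edgeR) for NKT-like and 0.56 (standard error 0.57, adjusted p = 0.43 from edgeR) for Treg-like cells. Treg-like cells on D21 were not past the threshold without the day 21 control (log2 fold change 1.95), the day 48 control (1.09), or D21 replicate 1 (1.63), 2 (1.78) or 3 (1.79). Over all alternatives their adjusted p from edgeR or DESeq2 ranged from 0.0061 to 0.85. NKT-like cells passed the threshold on D21 without D48 replicate 3 (1.20) and on D48 without D48 replicate 2 (1.93). The sign of Treg-like cells on D48 changed without the day 48 control (−0.067). CD4-like cells on D10 passed the threshold without D48 replicate 3 (−0.45). For CD8-like cells on D10, leaving out the day 48 control gave a log2 fold change of −1.10 and an adjusted p of 0.080 from edgeR.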

**FIG 1:**
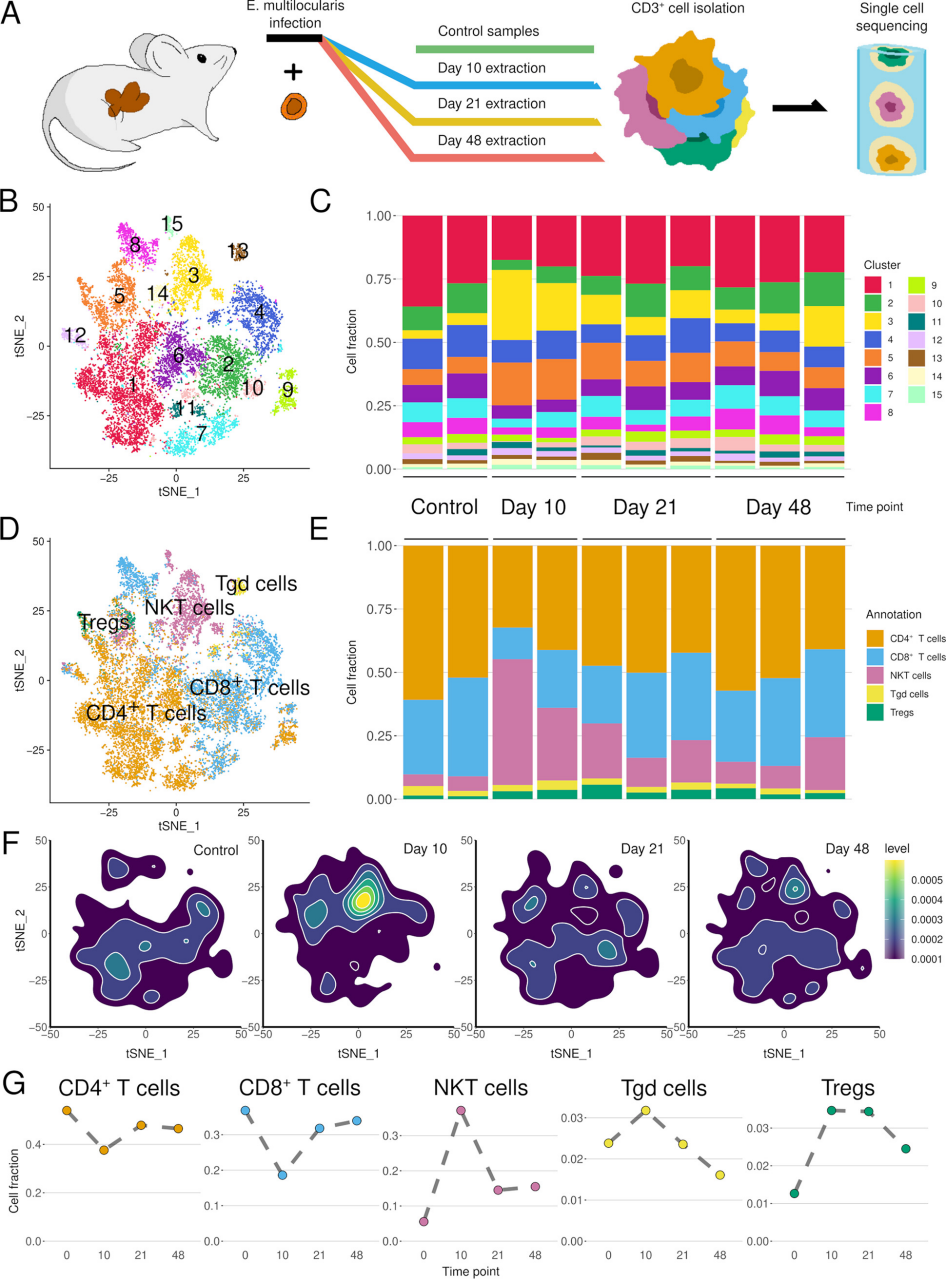
Unsupervised clustering identifies early upregulation of NKT cells and Tregs after oral infection with E. multilocularis. (A) Schematic representation of the experiment. CD3^+^ cells from the livers of control mice and mice at 10, 21, and 48 days post-peroral E. multilocularis infection were extracted for single-cell RNA sequencing. (B) *t*-distributed stochastic neighbor embedding (tSNE) of the final data set based on the single-cell RNA-seq data colored by clusters. (C) Normalized distribution of cell subsets from each cluster in samples is displayed in chronological order from left to right. (D) tSNE of the annotation using SingleR to represent the major T cell types in the data set. (E) Normalized cell numbers (cell subset distributions) from each cell type in chronological order. (F) Density maps of cells at different stages. The highest quantity of NKT cells can be observed at D10 compared to the rest. (G) Distribution of the relative to the total data set number of cells (*y* axis) over the course of the experiment (*x* axis) for all cell types.

### Unbiased clustering identifies regulatory networks of early NKT cell and Treg expansion and downregulation of CD4^+^ and CD8^+^ cells.

Next, differential abundance testing of cellular subpopulations was performed for an unbiased assessment of the assembly and dynamics of the transcriptome of the cellular subsets (Fig. 2A). The cell numbers at each time point were compared to the control samples only and to the average of the other time points, and consecutive time point-wise (Fig. 2B). Significant changes were found for clusters 2, 3, 5, 6, 10, and 15 on D10. 

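The clusters were rebuilt with the paper's stated settings for its base clustering (SCTransform with 3000 variable genes, 20 principal components, resolution 0.3). This gave 12 clusters of 14861 cells. The paper then added a cluster from a higher resolution. That step was not followed here, so the added cluster was not rebuilt. Rebuilt clusters were matched to the paper's clusters by the overlap of their marker genes, as the Jaccard index. On D10 against the average of the other groups, 3 rebuilt clusters were larger and 4 were smaller at an adjusted p below 0.05. Rebuilt clusters 1, 2, 7 and 8 were the smaller ones. Their log2 fold changes were −1.36 (standard error 0.29, adjusted p = 0.0038), −1.54 (0.31, 0.0038), −1.25 (0.33, 0.010) and −2.32 (0.53, 0.0038), all from edgeR's quasi-likelihood test. Rebuilt clusters 7 and 8 are each led by a T cell receptor gene, Trbv1 or Trbv13-1. The alternative that moved the number of smaller clusters most was the use of TMM factors, which left 1. Without D10 replicate 1, rebuilt clusters 7 (−0.9994) and 8 (−2.16) were not past the threshold, and without D10 replicate 2 rebuilt cluster 8 (−2.60) was not.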

Clusters 3 and 15, which were elevated on D10, consist predominantly of NKT cells, while cluster 5 contains the majority of Tregs. 

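Rebuilt cluster 5 matched cluster 3 (Jaccard index 0.586) and, second, cluster 15 (0.325). It made up 1.98% and 0.699% of the cells of the day 21 and day 48 controls and 41.2% and 22.4% of those of the D10 samples. On D10 its log2 fold change against the average of the other groups was 2.75 (standard error 0.58, adjusted p = 0.0038 from edgeR). Rebuilt cluster 12, which also matched cluster 3 best (0.485), changed by 2.16 (standard error 0.63, adjusted p = 0.011 from edgeR), and by 1.59 without D10 replicate 1, which was not past the threshold. Rebuilt cluster 4 matched cluster 5 (0.451). It made up 6.32% and 6.62% of the cells of the controls and 22.3% and 22.5% on D10, a log2 fold change of 1.39 (standard error 0.12, adjusted p = 3.1e-05 from edgeR) against the average of the other groups.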

Clusters 2, 6, and 10 decreased on D10; they represent CD4^+^ and CD8^+^ cells on D10 post-oral infection with E. multilocularis eggs, as shown in Fig. 1G (Fig. 2C; Table S1). 

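Rebuilt cluster 2 matched cluster 10 (Jaccard index 0.475) and, second, cluster 2 (0.417), so that the pair could not be separated in the rebuilt clusters. It made up 15.8% and 19.9% of the cells of the controls and 5.75% and 7.37% of those on D10. Rebuilt cluster 6 matched cluster 6 (0.444), but on only 4 shared marker genes, of 5 in the rebuilt cluster and 8 in the paper's. The log2 fold change of rebuilt cluster 6 on D10 was −0.062 (standard error 0.41, adjusted p = 0.88 from edgeR) against the average of the other groups. Against control it was 0.15 (standard error 0.49, adjusted p = 0.77 from edgeR).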

The resolution did not allow us to identify further subsets of CD4^+^ and CD8^+^ cells.

**FIG 2:**
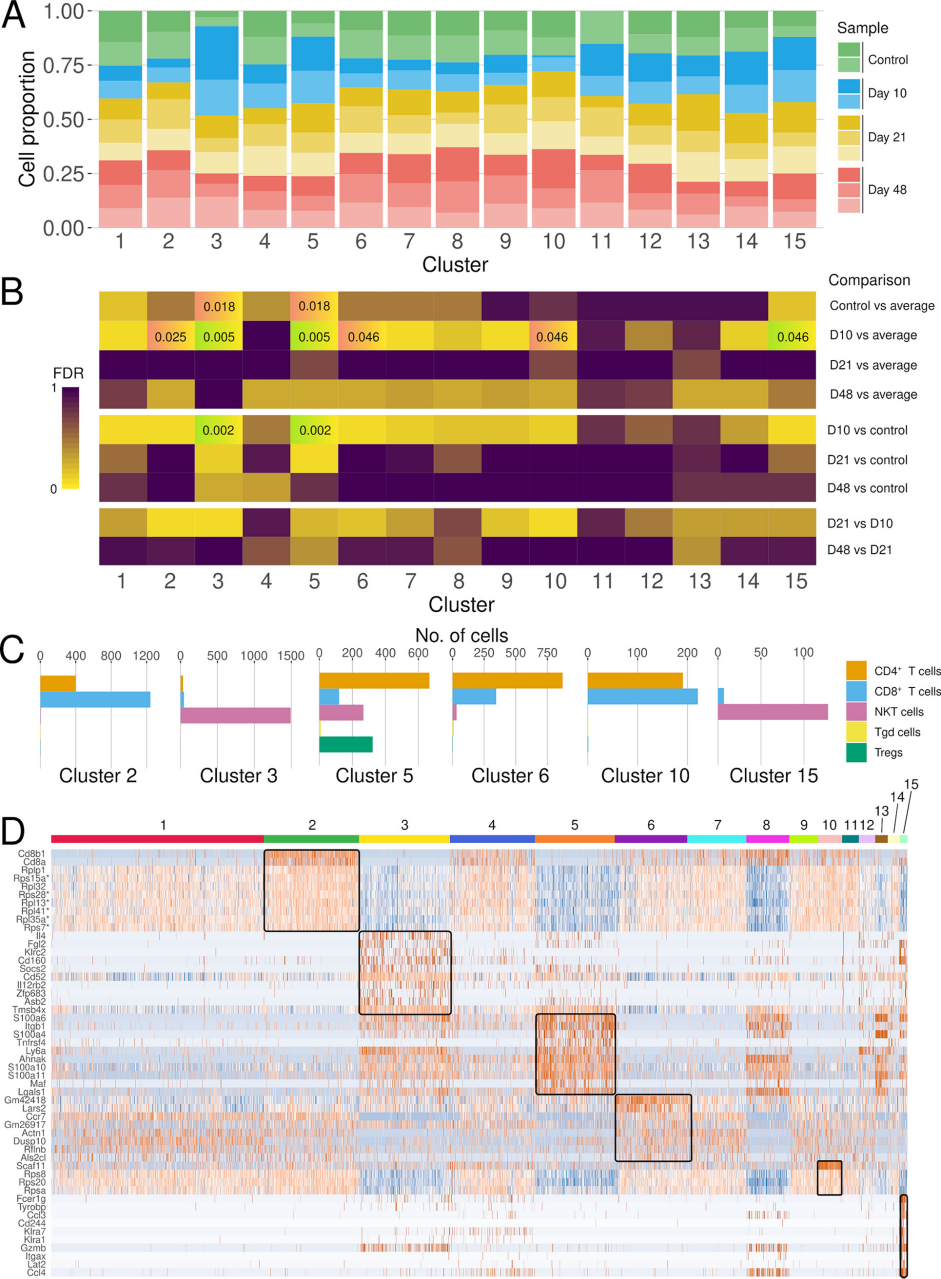
Regulatory networks indicate suppression of CD4^+^ and CD8^+^ T cells and expansion of NKT cells and Tregs on D10. (A) Distribution of sample cell numbers in each cluster over time. The normalized cell numbers from each sample are displayed per cluster. (B) Results of differential abundance testing of the number of cells in each cluster compared to the average number across other time points. Cells with FDR values of <0.05 are labeled and tinted green for higher numbers and red for lower numbers. (C) The majority of NKT cells and Tregs are contained in overrepresented D10 clusters. Underrepresented clusters contain only CD4^+^ and CD8^+^ cells. (D) Heat map of the most differentially expressed marker genes from the clusters of interest. The 10 most significant markers by *P* value and log_2_-fold change per cluster are depicted. Each line represents the expression value in one cell. Expression values are Z-score transformed by row, with low values shown in blue, intermediate in white, and high values in red. Genes and cells from differentially abundant clusters are highlighted via rectangles. *, markers that are shared between clusters 2 and 10.

The majority of all NKT cells in the data set are represented in cluster 3 (1,491/2,297 cells). Both clusters 3 and 15 consist almost entirely of NKT cells (1,491/1,573, 95% and 128/135, 95%) (Fig. 2C). This observation is further supported by the expression of, e.g., Zfp683/Hobit in this cluster, which is a gene important for proper NKT cell development and morphology (26) (Fig. 2D). 

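Of the 1496 cells of rebuilt cluster 5, 1408 (94.1%) were NKT-like, and of the 162 cells of rebuilt cluster 12, 126 were. Rebuilt cluster 3, which matched cluster 8 best (Jaccard index 0.301), held 1689 CD8-like and 320 NKT-like cells.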

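Zfp683 (ENSMUSG00000049410, chromosome 4 from 134053838 to 134058996) had 100 CPM in rebuilt cluster 5, with a UMI in 26.6% of its cells, and 82.6 CPM in rebuilt cluster 12, in 25.9% of cells. Outside rebuilt cluster 5, all other cells together had 5.57 CPM and a UMI in 1.65% of cells. The median UMI count per cell was 3422 in rebuilt cluster 5. In the NKT-like class, Zfp683 had 73.0 ± 20.0 CPM (SD, n = 2) in the controls and 117 ± 12.0 CPM (SD, n = 2) on D10, a log2 fold change of 0.81 (standard error 0.27, adjusted p = 0.059 from edgeR). The log2 fold change was 0.99 without the day 21 control (adjusted p = 0.035 from edgeR) and 0.35 without the day 48 control (adjusted p = 0.84 from edgeR). With the control of day 10 alone as reference, a setting chosen after the data had been seen, it was 0.10.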

Cluster 15 exhibits markers characteristic of both NKT and NK cells, indicating some potential remaining subsets of NK cells in the data set despite negative selection and filtering.

The majority of Tregs in the data set are represented in cluster 5. 

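Rebuilt cluster 4, the best match of cluster 5, held 1505 cells. Of these, 685 (45.5%) were CD4-like, 255 (16.9%) Treg-like, 50 (3.32%) CD8-like and 36 (2.39%) NKT-like, and 469 (31.2%) lay in clusters outside the 5 classes. Its leading genes were S100a6, Egr1, Zfp36, S100a4 and Itgb1. Of the 346 Treg-like cells, these 255 form the largest group in any rebuilt cluster.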

Its clustering is dependent by the presence of S100 genes (Table S2) and includes heterogenous cell types, split between 667 CD4^+^ T cells (48%), 323 Tregs (23%), 267 NKT cells (19%), and 125 CD8^+^ T cells (9%) (Fig. 2B and C; Table S1).

CD8^+^ T and CD4^+^ T cells are represented in clusters 2, 6, and 10. Cluster 2 is split between 1,243 CD8^+^ T cells (75%) and 398 CD4^+^ T cells (24%) (Fig. 2B). It displays high expression of CD8B1, a cell surface glycoprotein characteristic of cytotoxic CD8^+^ T lymphocytes (27). 

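Cd8b1 (ENSMUSG00000053044, chromosome 6 from 71322788 to 71337494) had 837 CPM in rebuilt cluster 2, with a UMI in 82.0% of cells, against 227 CPM and 21.8% in all other cells. Of the 2710 cells of rebuilt cluster 2, 2292 (84.6%) were CD8-like and 152 (5.61%) CD4-like. In the CD8-like class, Cd8b1 had 828 ± 100 CPM (SD, n = 2) in the controls and 714 ± 159 CPM (SD, n = 2) on D10, a log2 fold change of −0.14 (standard error 0.18, adjusted p = 0.81 from edgeR). Without D10 replicate 1 the sign changed, at 0.050.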

Cluster 6 contains 871 CD4^+^ T cells (69%) and 345 CD8^+^ T cells (27%) (Fig. 2B) and is characterized by high expression of the long noncoding RNAs Gm42418 and Gm26917 (Fig. 2D). 

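Rebuilt cluster 6 held 1347 cells, of which 585 (43.4%) were CD4-like and 515 (38.2%) CD8-like. Gm42418 (ENSMUSG00000098178, chromosome 17 from 39846958 to 39848788) had 100210 CPM in this cluster and 20006 CPM in all other cells, with a UMI in 100% and 99.9% of the cells. Gm26917 (ENSMUSG00000097971, chromosome 17 from 39843013 to 39846341) had 589 CPM and a UMI in 66.7% of its cells, against 375 CPM and 52.5%. The annotation lists both genes as long intergenic noncoding RNAs. The median UMI count per cell was 3578, or 1.11 times the median of the samples.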

Cluster 10 is evenly divided between 221 CD8^+^ T cells (53%) and 191 CD4^+^ T cells (46%) (Fig. 2B). This cluster is also remarkable for its strong and almost exclusive caspase 11 (Scaf11) expression (Fig. S3).

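Scaf11 (ENSMUSG00000033228, chromosome 15 from 96411699 to 96460843) was found in every rebuilt cluster, in between 37.8% and 55.8% of the cells. Its highest level was 648 CPM, in rebuilt cluster 2, and its lowest 278 CPM, in rebuilt cluster 1. Casp4, taken here as the gene of caspase-11, is a separate gene in the annotation (ENSMUSG00000033538, on chromosome 9 from 5308828 to 5336783). Casp4 had its highest level, 50.6 CPM, in rebuilt cluster 4, with a UMI in 13.6% of cells, and 1.34 CPM in rebuilt cluster 2, in 0.443% of cells. The median UMI counts per cell were 2986 in rebuilt cluster 4 and 3619 in rebuilt cluster 2.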

The two clusters, 2 and 10, underrepresented on D10 are among the few remarkable for the strong expression of genes encoding ribosomal proteins, indicating an active downregulation of the associated CD4^+^ and CD8^+^ T cells (Fig. S4).

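Genes of ribosomal proteins took up 41.9% of the UMIs in rebuilt cluster 2, the highest share among the rebuilt clusters. The share was between 38.3% and 40.1% in rebuilt clusters 1, 7, 8, 9 and 10, 34.5% in rebuilt cluster 6 and between 25.3% and 31.9% in rebuilt clusters 3, 4, 5, 11 and 12.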

These unbiased data indicate predominant changes in the specific cell fractions at an early time point of the disease, with an elevation of NKT cells and Tregs and active suppression of CD4^+^ and CD8^+^ cells.

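In CD8-like cells, 21 genes were higher and 113 lower on D10 than in the controls at an adjusted p below 0.05 from edgeR, of 7343 tested. DESeq2 called 14 higher and 98 lower. The largest CD8-like cluster held 123 of 251 and 598 of 1123 cells of the class in the day 21 and day 48 controls. On D10 it held 28 of 75 and 72 of 198, and changes within CD8-like cells were not separated from this shift in make-up. Atf3 (ENSMUSG00000026628) had 136 UMIs in 5549987 UMIs of the controls and 0 in 1022078 on D10, at least 8.35-fold lower with a floor of 3 UMIs over the group. Cxcl10 (ENSMUSG00000034855) had 1 UMI on D10, a ratio of 0.0472 (95% counting interval 0.00119 to 0.268), and so did Plaur (ENSMUSG00000046223), a ratio of 0.0512 (0.00129 to 0.292). The largest increases were those of Tcrg-C2 (ENSMUSG00000076752; log2 fold change 2.68, standard error 0.39, adjusted p = 0.00044 from edgeR), Trdv1 (ENSMUSG00000076864; 2.37, 0.53, 0.020) and Rpl13a-ps1 (ENSMUSG00000062083; 2.16, 0.30, 0.00026). Rpl13a-ps1 and Rpl13a share a stretch of 57 bases, so its reads are not assigned with certainty. Trdv1 was not past the threshold without the day 48 control (1.61), D10 replicate 1 (1.95) or D10 replicate 2 (2.86). Without D10 replicate 2, neither were Atf3, Cxcl10, Plaur and Rpl13a-ps1 (2.02), and without the day 48 control Plaur was not. Without D10 replicate 2, 2 genes were higher and 16 lower, and without D10 replicate 1, 3 and 33. The numbers were 5 and 51 without the day 48 control, and 38 and 135 without the day 21 control.

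In CD4-like cells, 321 genes were higher and 500 lower on D10 at an adjusted p below 0.05 from edgeR, of 8379 tested, and DESeq2 called 159 and 317. The class lay in different clusters in the 2 groups. The CD4-like cluster led by Itgb1, Casp4 and S100a4 held 38 of 363 and 176 of 1198 cells of the class in the day 21 and day 48 controls, and 130 of 199 and 184 of 357 on D10, so that changes within CD4-like cells were not separated from this shift in make-up. Il4 (ENSMUSG00000000869) had 29 UMIs on D10 and 0 in the controls, at least 26.3-fold higher. It also leads the larger NKT-like cluster, and stray UMIs from NKT-like cells were not excluded. Lamc1 (ENSMUSG00000026478) was at least 21.8-fold higher. Cbfa2t3 (ENSMUSG00000006362) had 1 UMI in the controls, a ratio of 98.1 (95% counting interval 16.5 to 3981). Hbb-bs (ENSMUSG00000052305), a hemoglobin gene whose UMIs come from blood, was at least 8.56-fold lower, and Zfyve28 (ENSMUSG00000037224) at least 2.94-fold lower. Plaur had 2 UMIs on D10, a ratio of 0.0440 (0.00526 to 0.162). Neither Hbb-bs nor Zfyve28 was past the threshold without D10 replicate 1 or D10 replicate 2, and Hbb-bs was not past it without the day 21 control, D21 replicate 3 or D48 replicate 1. Without D10 replicate 1, 100 genes were higher and 211 lower, without D10 replicate 2, 197 and 264, and without the day 48 control, 158 and 302.

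With all 12 samples, 551 genes were higher and 601 lower in CD4-like cells, and 10 and 82 in CD8-like cells. The alternative that moved these numbers most compared D10 with the control of day 10, a single sample, and called 0 genes in both classes by edgeR, with 639 genes in CD4-like and 431 in CD8-like cells at an unadjusted p below 0.05. It was chosen after the data had been seen. No count from DESeq2 was made for it. The paper reads its data as an indication of mostly early changes in cell fractions, with more NKT cells and Tregs and an active suppression of CD4+ and CD8+ cells.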

### Interactions between NKT cells and Tregs mediate early recruitment and regulation of the responses at late phases.

After identifying the genes (Fig. 2D) associated with the expansion and activation of NKT cells and Tregs on D10, we aimed to analyze the cross talk between the different immune cell types and subtypes (Fig. S5). We performed a receptor-ligand complex analysis via CellPhoneDB, using mouse orthologs from ENSEMBL to access the human database (Fig. 3) (28, 29). A consistently high number of interactions between Tregs and NKT cells was observed, while CD4^+^ T and CD8^+^ T cells showed a low number of predicted interactions between themselves and each other (Fig. 3A to E; Fig. S6). The CD4^+^ T and CD8^+^ T interaction pairs also displayed a reduction in number on D10, with a subsequent return to the baseline number of connections to other cell types over the course of the experiment (Fig. 3E). These kinetics were also observed in the interaction between NKT cells and Tregs, both expanding on D10 and associated with a transient suppression of cellular interactions at this time point (Fig. 1G). These results indicate that NKT- and Treg-driven interactions dictate the early course of infection, while CD4^+^ T and CD8^+^ T cells are suppressed at this time point.

**FIG 3:**
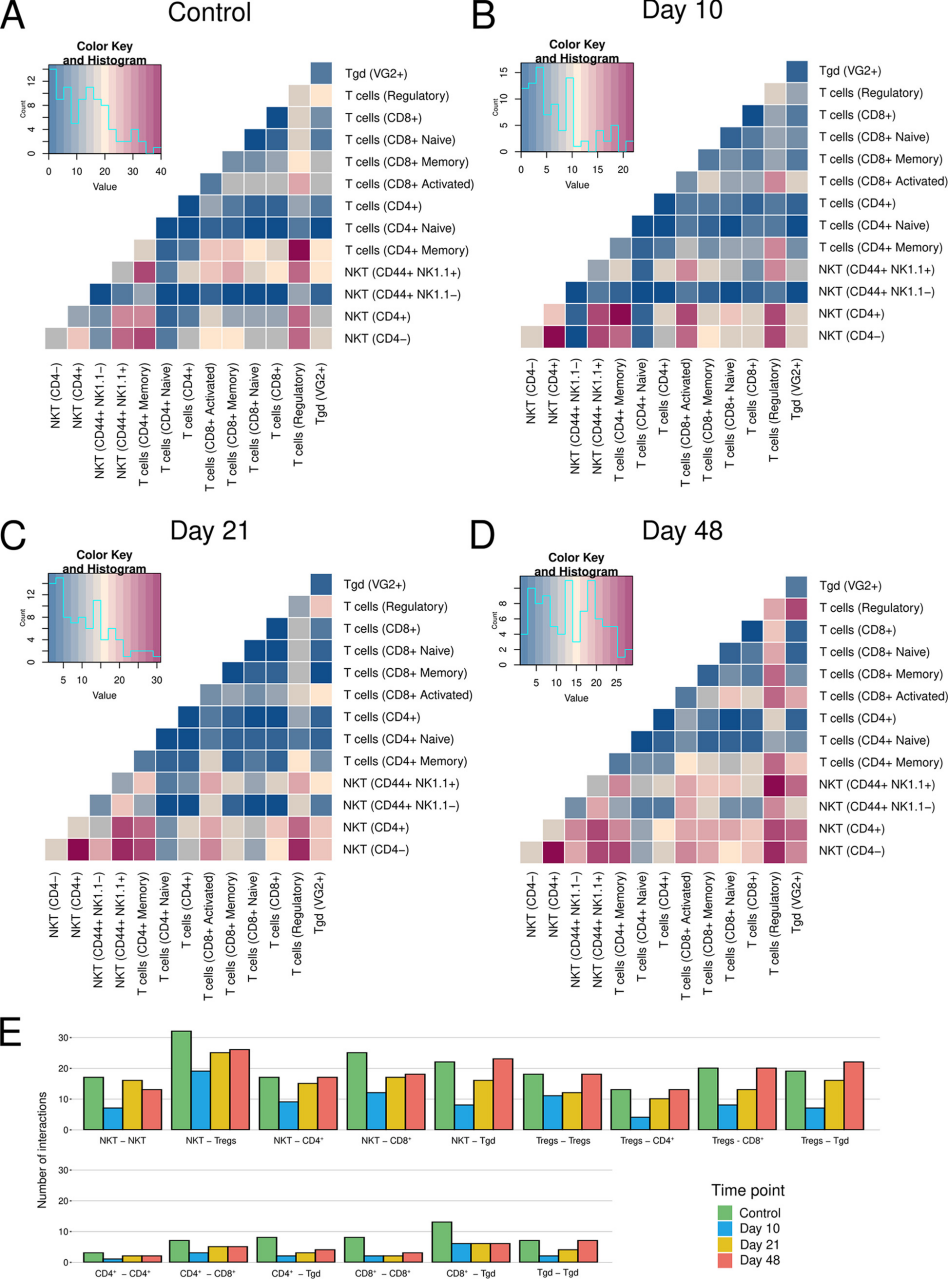
Maps of intercellular interactions showing a consistently high number of NKT and regulatory T cell interactions over the course of the experiment. Heat maps summarizing the statistically significant ligand-receptor interactions per cell type pair for the control (A), D10 (B), D21 (C), and D48 samples (D). (E) Total number of significant interactions between pairs of cell types, indicating a decrease on D10.

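The interactions themselves were not predicted here, since CellPhoneDB and its database were not used. CellPhoneDB leaves out genes found in fewer than 10% of the cells of a type. The number of genes found in at least 10% of NKT-like cells was 4565 in the controls, 4086 on D10, 4017 on D21 and 4003 on D48. In Treg-like cells it was 4686, 3890, 3747 and 3870, in CD4-like cells 3407, 3842, 3106 and 3106, and in CD8-like cells 3736, 3770, 3371 and 3278, in the same order. These numbers depend on depth. After every cell had been thinned to 1000 UMIs, with shallower cells left out, NKT-like cells had 1249, 1252, 1322 and 1206 such genes and Treg-like cells 1464, 1263, 1364 and 1231. CD4-like cells had 997, 1151, 1060 and 967, and CD8-like cells 959, 1046, 992 and 912. D10 had the lowest number in none of these 4 classes, before or after thinning.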

### TNF-dependent interactions between NKT cells and Tregs drive early responses.

While the number of predicted interactions between Tregs and NKT cells remained comparatively high throughout the course of the infection (Fig. 3A to D), the composition of the interacting pairs changed across the time points (Fig. 3E, Fig. 4). NKT cell recruitment depended on the upregulation of the alb2 complex (LFA-1) and upregulation of ICAM1 on D10 that occurred in parallel to the upregulation of the selectin-dependent interaction SELPLG-SELL. 

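Itgal and Itgb2 encode the chains of LFA-1. In NKT-like cells, Itgal (ENSMUSG00000030830, chromosome 7 from 127296260 to 127335138) had 277 ± 78.5 CPM (SD, n = 2) in the controls and 420 ± 19.0 CPM (SD, n = 2) on D10. Its log2 fold change was 0.68 (standard error 0.21, adjusted p = 0.042 from edgeR). Itgb2 (ENSMUSG00000000290, chromosome 10 from 77530252 to 77565708) had 375 ± 30.3 and 579 ± 27.6 CPM, a log2 fold change of 0.62 (standard error 0.18, adjusted p = 0.030 from edgeR). Both D10 samples lay above both controls for both genes. Neither gene was past the threshold without D10 replicate 1 (log2 fold changes 0.72 and 0.67), D10 replicate 2 (0.62 and 0.57) or the day 48 control (0.26 and 0.47), and the same was true of DESeq2 and of all 12 samples. Itgal was also not past it without D21 replicate 2 (0.67). Against the control of day 10 alone, a setting chosen after the data had been seen, the sign of Itgb2 changed, at −0.031. That of Itgal did not change.

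Icam1 (ENSMUSG00000037405, chromosome 9 from 21015985 to 21028817) had 262 ± 1.10 CPM in NKT-like cells of the controls and 111 ± 30.6 CPM on D10, a log2 fold change of −1.25 (standard error 0.26, adjusted p = 0.0011 from edgeR). Both D10 samples lay below both controls. Without the day 48 control, the log2 fold change was −1.29 and not past the threshold, and with all 12 samples it was −0.86 (adjusted p = 0.14 from edgeR). Against the control of day 10 alone it was −0.20, and in the larger NKT-like cluster alone −0.63, neither past the threshold; both settings were chosen after the data had been seen. In Treg-like cells, Icam1 changed by −0.54 (standard error 0.70, adjusted p = 0.87 from edgeR).

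Selplg (ENSMUSG00000048163, chromosome 5 from 113818536 to 113832644) had 549 ± 273 and 596 ± 4.38 CPM in NKT-like cells, a log2 fold change of −0.025 (standard error 0.19, adjusted p = 0.97 from edgeR), so that the group means and the fitted value differ in direction. The sign changed without the day 48 control (0.67) and without D10 replicate 1 (0.0085), and the value was −0.32 without the day 21 control. It also changed in 5 other alternatives, among them resolution 1.5 (0.15).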

In parallel to the recruitment, immune-suppressing interactions in NKT cells, such as checkpoint inhibitors (PD-1 and PD-L1), purinergic (ENTPD1 and ADORA2A), and transforming growth factor beta (TGF-β) signaling, were downregulated on D10 and D21.

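In NKT-like cells on D10, the gene of PD-L1, Cd274 (ENSMUSG00000016496), had a log2 fold change of −0.62 against control (standard error 0.42, adjusted p = 0.47 from edgeR), Tgfb1 (ENSMUSG00000002603) of −0.34 (0.22, 0.43), Entpd1 (ENSMUSG00000048120) of 0.024 (0.41, 0.99) and Adora2a (ENSMUSG00000020178) of 0.068 (0.32, 0.95). On D21, the log2 fold changes were −0.071 (adjusted p = 0.98 from edgeR), −0.12 (0.90), 0.55 (0.70) and 0.43 (0.71), in the same order. The sign of Adora2a on D10 changed without D10 replicate 1 (−0.032), without the day 21 control (−0.057) and with all 12 samples (−0.34). The sign of Entpd1 changed without the day 21 control (−0.00043). The sign of Tgfb1 on D21 changed without D21 replicate 2 (0.036) and without the day 21 control (0.022).

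The gene of PD-1, Pdcd1 (ENSMUSG00000026285), had too few UMIs in NKT-like cells to be tested. A UMI of Pdcd1 was found in 1.27% of NKT-like cells of the controls, 1.19% on D10, 2.22% on D21 and 0.713% on D48. The naive CD8-like cluster, which should lack the gene, had 0.416%, 0%, 0.141% and 0.241%. After thinning to 1000 UMIs per cell, the shares of NKT-like cells were 0%, 0.350%, 0.656% and 0.121%. Median UMI counts per cell were 3882.5, 3363.5, 3232.5 and 3532 in NKT-like cells and 4002, 3567.5, 3451.5 and 3636 in the naive CD8-like cluster. A UMI of Cd274 was found in 12.7%, 7.85%, 9.81% and 7.25% of NKT-like cells and in 8.18%, 3.00%, 6.90% and 5.73% of the naive CD8-like cluster. After thinning, Cd274 was found in 3.23%, 2.10%, 4.26% and 2.17% of NKT-like cells.

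In Treg-like cells, whose median UMI counts were 3301, 3045, 2701 and 2947, Pdcd1 was found in 13.5%, 9.52%, 7.48% and 5.15% of cells, and in 0%, 0.952%, 5.66% and 1.06% after thinning. The groups had 37, 105, 107 and 97 Treg-like cells, so that differences of this size rest on few cells.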

**FIG 4:**
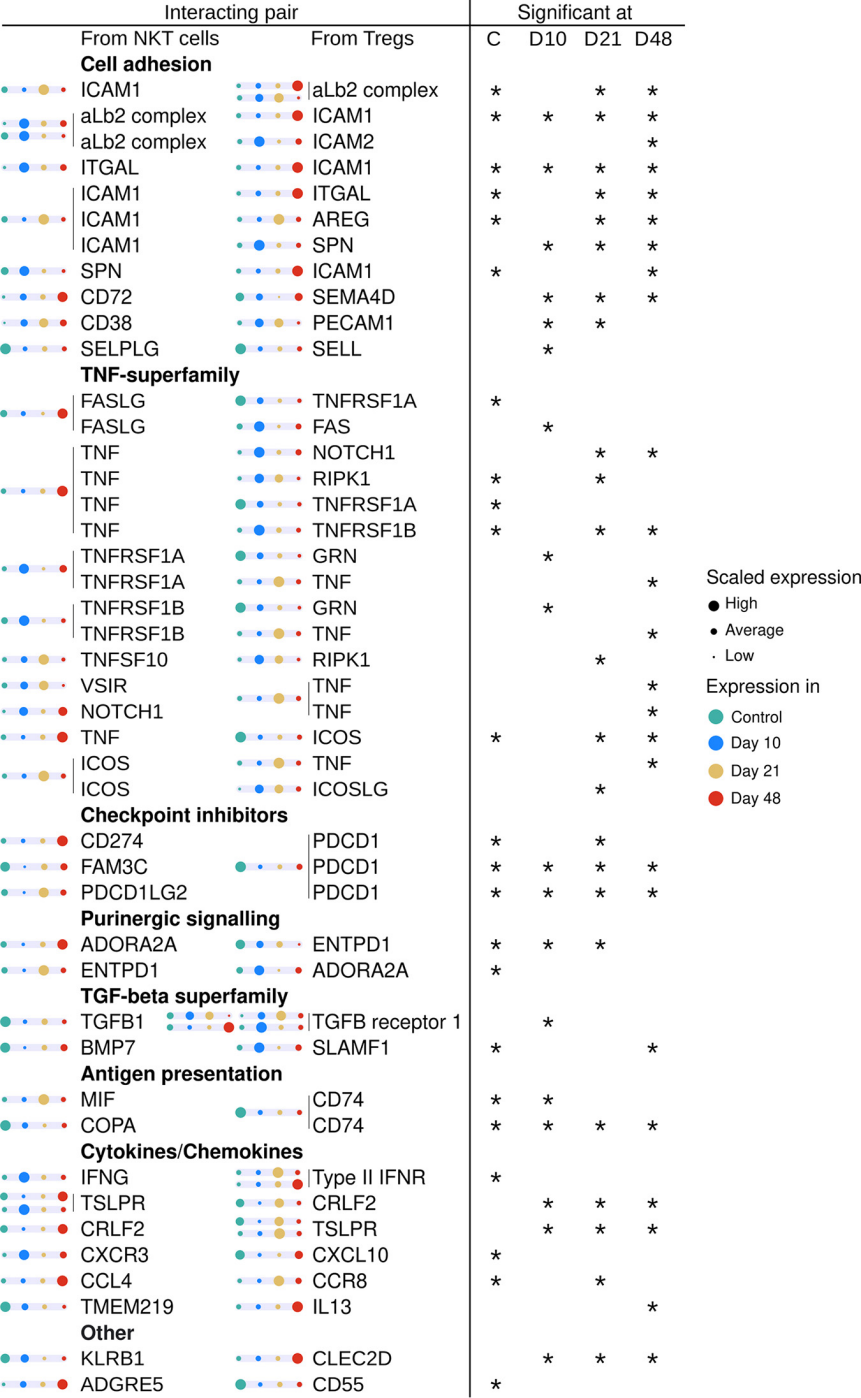
Temporal changes in significant interactions between NKT cells and Tregs. Mouse genes expressed by NKT cells and Tregs were associated with human orthologs and then analyzed using CellPhoneDB v.2.0.0 at each of the time points in order to predict the statistically significant pairwise interactions on a protein level. The pairs are represented by their participating orthologous gene names on the left, along with scaled expression levels per cell type across the experiment. Significant interactions (adjusted *P* value, <0.05) at different time points are shown as stars in their respective columns. For interacting protein complexes, the participating encoding genes are grouped together.

In order to evaluate the connectivity between the proteins forming the NKT cell and Treg interaction pairs at the control and D10 time points, their protein-protein interaction (PPI) networks were constructed using the STRING database interface (Fig. S8). All resulting networks were found to be strongly interconnected, with the number of connections being significantly higher than expected (PPI enrichment *P* value, <1.0e−16). The networks made from proteins forming pairs in the control samples had a higher average degree than those made from D10 proteins in both NKT cells (7.65 to 3.89) and Tregs (7.85 to 4.95).

These data indicate that the recruitment and activation of NKT cells depends on integrins, selectins, and TNF-dependent signaling in parallel with the early downregulation of immunosuppression-dominating pathways. 

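Tnf (ENSMUSG00000024401, chromosome 17 from 35199381 to 35202007) had 105 ± 2.12 CPM (SD, n = 2) in NKT-like cells of the controls and 34.1 ± 1.56 CPM (SD, n = 2) on D10. The log2 fold change was −1.65 (standard error 0.27, adjusted p = 5.3e-05 from edgeR), with both D10 samples below both controls. It was −0.95 (standard error 0.27, adjusted p = 0.065 from edgeR) on D21 and −1.35 (standard error 0.25, adjusted p = 0.0023 from edgeR) on D48. When the day 48 control was left out, neither the value on D10 (−1.66, adjusted p = 0.098 from edgeR) nor that on D48 (−1.39, adjusted p = 0.34 from edgeR) was past the threshold, and without D48 replicate 3 the value on D48 (−1.28) was not. Against the control of day 10 alone, a setting chosen after the data had been seen, Tnf changed by −0.99 on D10 and was not past it.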

At the later stages of the experiment, immune suppression allowed for parasite survival.

## DISCUSSION

Based on studies in mice and humans, adaptive T cell-mediated responses dictate the outcome after infection respective to the development of chronic AE (10). In the present study, we investigated the *in situ* hepatic T cell responses involved in immune cell homing at the various successive stages of disease (early, middle, and chronic) in a model of primary murine AE. By performing scRNA-seq of isolated CD3^+^ T cells, we showed a significant increase in NKT cells, and to a lesser extent Tregs, on D10 postinfection, with a subsequent decrease at later time points (D21 to D48) to the levels of noninfected controls (Fig. 1). 

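On D21, NKT-like cells made up 13.3% ± 3.83 (SD, n = 3) of the cells in the classes, and on D48 11.8% ± 7.89 (SD, n = 3). All 6 samples lay above both controls. Between D10 and D21 the log2 fold change was −1.73 (standard error 0.56, adjusted p = 0.037 from edgeR), and between D21 and D48 it was 0.39 (standard error 0.54, adjusted p = 0.78 from edgeR). Between D21 and D48 the group means and the fitted value differ in direction. D48 replicate 3 held 3117 cells in the classes. The other D48 samples held 516 and 2008, of which 6.78% and 7.72% were NKT-like. The value between D10 and D21 was not past the threshold without the day 21 control (−1.73), the day 48 control (−1.73), D10 replicate 1 (−1.32), or D21 replicate 1 (−1.87), 2 (−1.30) or 3 (−1.83). Over all alternatives its adjusted p from edgeR or DESeq2 ranged from 1.2e-05 to 0.19. The sign between D21 and D48 changed without D21 replicate 2 (−0.040) and without D48 replicate 3 (−0.60), in which NKT-like cells made up 20.9%. The paper pools its controls over days, and the day 21 and day 48 controls had 3.90% and 5.24% NKT-like cells.

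Treg-like cells made up 2.17% ± 1.16 (SD, n = 3) on D48. Between D10 and D21 their log2 fold change was −0.81 (standard error 0.42, adjusted p = 0.14 from edgeR), and between D21 and D48 −1.16 (standard error 0.43, adjusted p = 0.054 from edgeR).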

In parallel, CD4^+^ and CD8^+^ T cells were downregulated in a Caspase-11-dependent manner on D10. This indicates a peak in the acute immune response to E. multilocularis infection around 10 days post-oral infection, with a subsequent stabilization once the lesions were grossly visible in the liver (at 14 days post-oral infection in mice; not shown).

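In CD4-like cells, Scaf11 had 342 ± 94.8 CPM (SD, n = 2) in the controls and 306 ± 32.4 CPM (SD, n = 2) on D10, a log2 fold change of −0.094 (standard error 0.37, adjusted p = 0.92 from edgeR). In CD8-like cells it had 583 ± 19.5 and 489 ± 63.7 CPM, a log2 fold change of −0.18 (standard error 0.40, adjusted p = 0.90 from edgeR). Without the day 21 control, the sign in CD4-like cells changed, at 0.22. Casp4 had 10.4 ± 0.237 and 22.0 ± 10.2 CPM in CD4-like cells, a log2 fold change of 1.04 (standard error 0.36, adjusted p = 0.067 from edgeR). Without D10 replicate 2, the value was 1.54 (adjusted p = 0.030 from edgeR). Casp4 is a leading gene of a CD4-like cluster that held 130 of 199 and 184 of 357 CD4-like cells on D10 and 38 of 363 and 176 of 1198 in the day 21 and day 48 controls, and its rise was not separated from this shift. In CD8-like cells, a UMI of Casp4 was found in 1.97% of the cells of the controls and 0.366% on D10, at median UMI counts of 4009 and 3628, and in 0.588% and 0% after thinning to 1000 UMIs.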

Unbiased analysis of the transcriptional data revealed 6 subclusters with significant differences in abundance over time (Fig. 2). Consistent with alterations in the cellular subsets (Fig. 1), the differences were predominant on D10, with the overrepresentation of two NKT cell clusters (Fig. 3A and B), which supports the role of NKT cells found in other macroparasitic infections (30, 31). A gene important for proper NKT cell development and morphology, Zfp683/Hobit (26) is a strong marker for cluster 3, thus confirming the results of the automatic annotation of the individual cell subsets (Fig. 2C). Our data are in contrast with previous findings which suggested that NKT cells played a rather minor role against infection with E. multilocularis (18). However, these previous data were derived from a model of secondary infection, with intraperitoneal administration of the parasite, in which intestinal uptake and hepatic seeding of AE were bypassed and therefore could not be assessed. Our current study indicates that NKT cells drive the response during the early infection stage of primary AE, potentially through interactions with Tregs (Fig. 3C and D).

The finding that NKT cells expand in patients with AE (32) supports the finding of the present study. Given the fact that many microbes and parasites are enriched in lipid antigens and NKT cells are a T cell subset that can recognize lipid antigens, it is reasonable to speculate about the potential relevance of NKT cells to control the early development of infection and control of the disease at later stages. The effector mechanisms by which NKT cells respond to E. multilocularis primarily consist of signaling by IFN-γ, TNF, IL-7, and IL-18 and cytotoxicity pathways, including granzyme b and killer cell lectin receptors (see Fig. S7 and Table S3 in the supplemental material).

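In NKT-like cells, 151 genes were higher and 310 lower on D10 than in the controls at an adjusted p below 0.05 from edgeR, of 6740 tested. DESeq2 called 32 and 161. On D21, 38 were higher and 75 lower (14 and 21 by DESeq2), and on D48, 42 and 68 (5 and 11). The numbers on D10 were 14 and 67 without the day 48 control, without D10 replicate 1, 61 and 183, and without D10 replicate 2, 89 and 212. On D21, they were 1 and 5 without the day 48 control and 22 and 36 without D21 replicate 2, and 119 genes were lower without the day 21 control. On D48, they were 6 and 6 without the day 48 control and 3 and 10 without D48 replicate 3. With all 12 samples, 7 and 71 genes were called on D10. On D21 and D48, 0 genes were then called by edgeR, with 394 and 409 genes at an unadjusted p below 0.05; DESeq2 was not run on them. Compared with the control of day 10 alone, a setting chosen after the data had been seen, 0 genes were higher and 2 lower on D10 by edgeR, with 270 genes at an unadjusted p below 0.05.

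Ifng (ENSMUSG00000055170, chromosome 10 from 118441046 to 118445892) had 569 ± 200 CPM (SD, n = 2) in the controls and 146 ± 16.3 CPM (SD, n = 2) on D10. The log2 fold change was −2.08 (standard error 0.23, adjusted p = 8.8e-08 from edgeR) on D10, −0.48 (0.21, 0.38) on D21 and −0.70 (0.21, 0.097) on D48. The value on D48 passed the threshold without the day 21 control (−0.90), D21 replicate 1 (−0.70) or D48 replicate 2 (−0.88). Gzmb (ENSMUSG00000015437, chromosome 14 from 56258838 to 56262260) had 724 ± 520 and 219 ± 101 CPM. Its log2 fold change was −1.91 (0.29, 1.8e-05 from edgeR) on D10, −1.33 (0.27, 0.0045) on D21 and −1.33 (0.27, 0.0041) on D48. With the day 48 control left out, these values were −0.80, −0.20 and −0.22, and none was past the threshold. On D10, both samples lay below both controls for both genes. Against the control of day 10 alone, Ifng changed by −0.063 and Gzmb by −0.42 on D10, and neither was past the threshold. DESeq2 did not place Gzmb past it on D10 either (−1.78). The NKT-like cells of the controls lay mostly in the cluster led by Klra9 and Ifng, and in the other cluster alone, Ifng changed by −1.68 and Gzmb by −1.53 on D10. The control of day 10 alone and the single cluster were settings chosen after the data had been seen.

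No UMI of Il18 was found in NKT-like cells of any group (158 cells in the controls, 586 on D10, 316 on D21 and 841 on D48), and a UMI of Il7 was found in 0.119% on D48 and in none of the other groups. The receptor genes Il7r (ENSMUSG00000003882) and Il18r1 (ENSMUSG00000026070) had log2 fold changes on D10 of −0.75 (standard error 0.25, adjusted p = 0.061 from edgeR) and −0.77 (0.32, 0.17). Without the day 21 control both were past the threshold (−0.85 and −1.04). Il7r was also past it without D21 replicate 3, D48 replicate 1 or D48 replicate 2 (−0.75 in each), and without the day 48 control the sign of Il18r1 changed, at 0.63.

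By the rule for named genes, the largest decreases on D10 were those of Atf3, with 3 UMIs on D10 and a ratio of 0.00720 (95% counting interval 0.00147 to 0.0215), Ccl4 (ENSMUSG00000018930; log2 fold change −5.62, standard error 0.53, adjusted p = 2.5e-09 from edgeR) and Gzmc (ENSMUSG00000079186; −5.39, 0.72, 1.7e-06). The largest increases were those of Plac8 (ENSMUSG00000029322; 4.15, 0.52, 5.4e-07), 1810011H11Rik (ENSMUSG00000041707; 4.07, 0.51, 5.1e-07) and Actn2 (ENSMUSG00000052374), with 1 UMI in the controls and a ratio of 19.4 (3.34 to 777). Without the day 48 control, Ccl4 (−2.28), Plac8 (2.31) and 1810011H11Rik (2.72) were not past the threshold, nor was Actn2, which was also not past it without D10 replicate 1 (3.94). Relative to the control of day 10 alone, Atf3 changed by −0.16, Gzmc by −1.12 and Plac8 by 0.55, none past it, and the sign of Ccl4 changed, at 1.72.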

In contrast to the role of NKT cells, Tregs have been shown to be relevant for the control of AE in patients (33) and in experimental models of primary AE (20, 34, 35). Previous research and our data suggest that metacestode persistence may be the consequence of immune tolerance or anergy, respectively, mainly mediated by specialized Tregs and related cytokines, such as IL-10 and TGF-β (Table S4) (20). 

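A UMI of Il10 was found in 2.70% of Treg-like cells of the controls, 0.952% on D10, 8.41% on D21 and 7.22% on D48. After thinning to 1000 UMIs per cell, the shares were 2.86%, 0%, 3.77% and 4.26%. The naive CD8-like cluster, which should lack the gene, had 0.139%, 0%, 0% and 0%. Il10 had too few UMIs to be tested in the sums per sample. Tgfb1 had 211 ± 19.6 CPM (SD, n = 2) in Treg-like cells of the controls and 185 ± 41.3 CPM (SD, n = 2) on D10, a log2 fold change of −0.16 (standard error 0.36, adjusted p = 0.96 from edgeR). Its sign changed without the day 21 control, at 0.085. On D21 and D48 it changed by −0.013 (0.35, 1.0) and −0.031 (0.35, 1.0).

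In Treg-like cells, 3 genes were higher and 9 lower on D10 than in the controls at an adjusted p below 0.05 from edgeR, of 1723 tested. DESeq2 called 3 and 8. On D21, 0 genes were higher and 1 was lower by edgeR, and DESeq2 called 0. On D48, edgeR and DESeq2 both called 0, with 84 and 33 genes at an unadjusted p below 0.05. The sums rest on 12 to 80 cells and 39012 to 264041 UMIs per sample. With all 12 samples, edgeR called 0 genes on D10, with 126 genes at an unadjusted p below 0.05; DESeq2 was not run on them. The numbers higher and lower on D10 were 0 and 1 without the day 21 control, 1 and 1 without D10 replicate 1, and 0 and 0 by edgeR without the day 48 control or without D10 replicate 2. The number lower was 14 without D21 replicate 1, 18 without D48 replicate 1 and 5 without D48 replicate 3.

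Areg (ENSMUSG00000029378) changed by −3.31 (standard error 0.71, adjusted p = 0.030 from edgeR), Bhlhe40 (ENSMUSG00000030103) by −2.83 (0.51, 0.021) and Nr4a1 (ENSMUSG00000023034) by −2.01 (0.45, 0.033). Chd3 (ENSMUSG00000018474) changed by 1.67 (0.33, 0.021), mt-Nd3 (ENSMUSG00000064360) by 1.32 (0.30, 0.033) and Gm11808 (ENSMUSG00000068240) by 2.03 (0.42, 0.025). Reads of Gm11808 are not assigned with certainty. On D21, Anxa2 (ENSMUSG00000032231) changed by −2.66 (0.49, 0.030). Without the day 48 control, none of these 7 genes was past the threshold, and Nr4a1 changed by −0.90 on D10. Without D10 replicate 2, Chd3 changed by 1.62, Gm11808 by 1.87, mt-Nd3 by 1.48, Areg by −3.20, Bhlhe40 by −2.50 and Nr4a1 by −2.10, and none was past it. Without the day 21 control, Areg (−2.88), Bhlhe40 (−2.47), Chd3 (1.61), mt-Nd3 (1.30) and Gm11808 (1.85) were not past it. Without D10 replicate 1, Areg (−3.30), Nr4a1 (−1.91), Chd3 (1.74) and mt-Nd3 (1.22) were not, and without D48 replicate 3, Nr4a1 (−1.99) and mt-Nd3 (1.33) were not. Anxa2 was not past it on D21 without the day 21 control (−2.44) or without D21 replicate 1 (−2.80), 2 (−2.42) or 3 (−2.68). Foxp3 (ENSMUSG00000039521) changed by 0.16 on D10 (0.32, 0.92).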

The effect of NKT cells may be similar to the effect of Tregs that are manipulated by parasites (36), leading to an induction of inhibitory cytokines and/or chemokines, allowing worms to survive in their mammalian hosts for many years.

At the early time point, CD4^+^ and CD8^+^ were strongly downregulated. A peculiar subset of downregulated CD4^+^ and CD8^+^ cells expressed caspase-11 (Scaf11; cluster 10) (Fig. 2C; Fig. S3), indicating associated pyroptosis and cell death (37, 38), potentially by gasdermin-dependent regulation of these cells at an early stage of infection, as found in other parasitic diseases (39, 40). In addition, the CD8^+^ T cell-dependent cytotoxicity on D10 was actively suppressed, as indicated by the decrease in cell numbers and the high ribosomal gene activity, indicating translational activity of the cells (Fig. 2C; Fig. S4) (27). Also, the underrepresented CD4^+^/CD8^+^ cell cluster 6 was characterized by high expression of the long noncoding RNAs Gm42418 and Gm26917, which were found to be enriched in NLRP3 inflammasomes, which trigger inflammatory cell death and the release of cytokines (41, 42). These changes indicate that the parasite initiates active CD4^+^ and CD8^+^ T cell suppression in addition to NKT cell activation, which is in favor of parasite survival.

Analysis of the interaction between NKT cells and Tregs indicates the relevance of the activation of the TNF superfamily of integrin and selectin-dependent recruitment of NKT cells at the early time point (Fig. 4). This may be paralleled with the TNF production seen in NK cells (32). While clinical evidence of the opportunistic properties of AE is growing (6), the relevance of TNF signaling has been suggested once (43).

Conversely to the TNF-dependent activation, the genes associated with immune suppression include checkpoint blockade (PD-1/PD-L1) and purinergic signaling (ENTPD1/ADORA2A), which are upregulated during the early phase and downregulated during the late phase. The downregulation of these genes at the later time points indicates that the parasite seems to control the local immune system. Potentially, such an active checkpoint inhibition might be the cause of the altered immune reaction, with dense fibrous walls around the parasite, as observed in mice and humans, aiming to limit parasite growth.

Together, these comprehensive findings on the immunological changes at different stages in primary E. multilocularis infection now open the door for more applied approaches. For instance, addressing the role of CD4^+^ and CD8^+^ T cells by modulating pyroptotic pathways or by addressing the role of TNF signaling, checkpoint blockade, or purinergic signaling to modulate NKT cell responses could provide tools for converting the immunological anergy during chronic disease into a more proinflammatory response, with potentially fatal consequences for the metacestode. Furthermore, our findings may provide a rationale for studying immune cells as a target for an immunomodulatory treatment option in patients with progressive AE.

## MATERIALS AND METHODS

**Ethics statement.** The animal studies were performed in accordance with the recommendations of the Swiss Guidelines for the Care and Use of Laboratory Animals. The protocol was approved by the Governmental Commission for Animal Experimentation of the Canton of Bern (approval no. BE112/17).

**(i) Mice.** Thirty-six female 8-week-old wild-type C57BL/6-mice were purchased from Charles River GmbH (Sulzfeld, Germany) and divided randomly into 2 groups, (i) E. multilocularis infected (“AE”) and (ii) noninfected control (“control”), at three time points (D10, D21, and D48 post-oral infection; 6 mice per group/time point).

**(ii) Parasite and experimental infection.** E. multilocularis eggs were isolated from a naturally E. multilocularis-infected fox, which was euthanized at the Institute of Parasitology, Vetsuisse Faculty, Zurich. Infection with E. multilocularis was detected upon routine necropsy investigation by pathologists. To prepare the parasite eggs for the subsequent infection of mice, the fox intestine was removed under appropriate safety precautions and cut into 4 pieces. After longitudinal opening of the intestinal segments, the worm-containing mucus was scraped out and put into petri dishes containing sterile water. Subsequently, the mucosal suspension was serially filtered through 500-μm and then 250-μm metal sieves, by concurrently disrupting the worms with an inversed 2-mL syringe top. This suspension was further filtered through a 105-μm nylon sieve. The eggs were then washed by repeated sedimentation (1 × *g*, 30 min, room temperature) in sterile water containing 1% penicillin/streptomycin and stored in the same solution at 4°C. For the primary infection of the mice, the animals received approximately 400 eggs suspended in 100 μL sterile water by peroral gavage. The control mice (mock-infection) received 100 μL water only. All animal infections were performed in a biosafety level 2 plus unit (permit no. VTHa-R9).

**(iii) Sampling.** On D10, D21, and D48 postinfection, the mice were sacrificed by CO_2_ euthanasia. At necropsy, the number and size (diameter) of the individual liver lesions (each caused by one developing oncosphere, originating from one parasite egg) were recorded. Liver cells were isolated from 3 AE mice/time point with successful liver lesions by using Percoll density gradient centrifugation (see below).

### Hepatic lymphocyte isolation.

The mouse livers were cut into small pieces with a scalpel and crushed against a 50-mm stainless steel mesh plate. The mesh plate was rinsed with cold MACS buffer (phosphate-buffered saline [PBS] with 0.6% fetal bovine serum [FBS] and 0.5 M EDTA) to release the cells into the collection plate. The cells were washed with MACS buffer and centrifuged at 50 × *g* for 3 min at 4°C to get rid of most of the hepatocytes, and the supernatant was collected (nonparenchymal cells). The nonparenchymal cells were then centrifuged at 300 × *g* for 7 min at 4°C. The pellet was resuspended in 10 mL of 40% Percoll and overlaid with 70% Percoll. The cells were centrifuged at 800 × *g* for 20 min at 4°C with no brake, and the interphase cells were collected and resuspended in 15 mL MACS buffer. The cells were centrifuged at 300 × *g* for 7 min at 4°C; the cell pellet was resuspended and then counted using the Bio-Rad cell counter (TC20).

### CD3 negative selection.

Nonparenchymal cells (0.25 to 0.5 million) were used with the EasySep mouse T cell isolation kit (Stemcell Technologies, catalog no. 19851) for the negative selection of T cells, following the kit protocol. Briefly, cells were stained with a cocktail of antibodies bound to magnetic particles and specific for non-T cells. These cells were retained against the wall of the fluorescence-activated cell sorting (FACS) tube when the EasySep magnet was applied, and the remaining cells (T cells) were poured out of the tube and counted for sequencing.

### Sequencing.

Between 5,000 and 20,000 cells per sample were provided to the next-generation sequencing platform at the University of Bern, and standard methods were used to perform the sequencing. The read and data processing steps were performed with the help of UBELIX (http://www.id.unibe.ch/hpc), the high-performance computing (HPC) cluster at the University of Bern.

### Read processing.

Feature barcode counting was performed using the 10x Genomics Cell Ranger v.3.0.2 count function with the software-provided mouse reference genome mm10-3.0.0 and the *–expect-cells* parameter value set to 5000.

### Data processing.

The obtained data were analyzed in R v.3.6.1 (44). The data were imported into R and analyzed using the Seurat R package v.3.1.4 (45). Filtered count matrices produced by the Cell Ranger count function per sample were imported into R as Seurat objects using the Read10X function. Cells in the samples were individually filtered based on the gene (feature) content and proportion of mitochondrial mRNA using the Seurat subset command. For sample C1D10, the threshold was to have at least 100 genes; for sample AE2D10, 150 genes; for sample AE3D10, 200 genes; for samples AE1D48, AE2D48, C1D21, and C1D48, 250 genes each; and for samples AE5D21, AE6D21, AE7D21, and AE3D48, 300 genes. All samples were filtered to have cells with at most 15% of mitochondrial RNA. All samples were combined using the Seurat merge function. Samples AE3D10 and C1D10 were excluded based on the initial clustering analysis due to abnormal clustering and high mitochondrial content. 

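In the day 10 control, 48.1% of the barcodes were above the mitochondrial limit, and in D10 replicate 3, 69.8%. Both were clustered and named again with the other samples after the filter. NKT-like cells made up 40.9% of the 345 cells in the classes in the day 10 control (exact 95% confidence interval 35.6% to 46.3%) and 53.2% of the 2358 cells in D10 replicate 3 (51.2% to 55.3%). In the same clustering, they made up 3.61% and 4.67% in the day 21 and day 48 controls and 47.6% and 27.2% in D10 replicates 1 and 2. In D10 replicate 3, 1127 of the 1255 NKT-like cells lay in a single NKT-like cluster. This cluster held 46 of 309 and 55 of 253 in D10 replicates 1 and 2, and 32 of 141 in the day 10 control. Treg-like cells made up 9.28% in the day 10 control (exact 95% confidence interval 6.43% to 12.8%), 1.66% and 1.02% in the other controls, and 4.78%, 9.90% and 3.73% on D10. Over 300 of the 461 genes called in NKT-like cells on D10, those at least 1 log2 unit apart between the 2 groups, the position of each sample was placed between the other controls (0) and the D10 samples of the 10 (1). The median position was 0.934 for the day 10 control and 0.936 for D10 replicate 3.

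**Figure D2:**
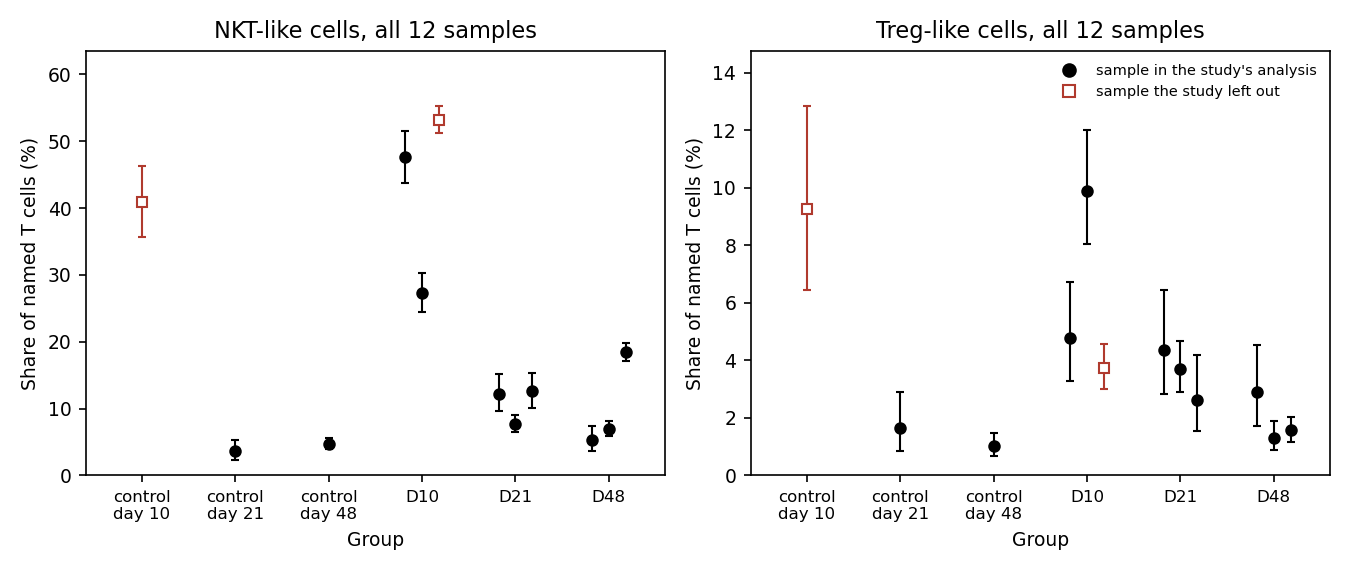
Share of the cells in the 5 classes (%) that were NKT-like or Treg-like in each of the 12 samples, clustered together. Bars are exact 95% confidence intervals, and hollow squares mark the samples the paper left out; the day 10 control lies at 40.9% for NKT-like cells.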

The remaining samples were merged into a single object by applying Seurat SCTransform based on 3,000 anchoring features (with the parameter *vars.to.regress = “percent.mt”*).

### Cell annotation and filtering.

The data were analyzed with seed 322. The cells were annotated using the Immunological Genome Project (ImmGen) database (accessed February 2020) (46) with the R package SingleR v.3.10 (25), “main” and “fine” annotations. Only cells related to CD3^+^ T cell annotations—T cells, Tgd, or NKT cells—were kept for further analysis (15,228 retained out of 16,327; 6% discarded). CD4^+^ and CD8^+^ T cells were distinguished based on fine-level annotations.

### Dimensionality reduction and clustering.

Principal-component analysis (PCA) was performed on the full postfiltered data set using the Seurat function RunPCA. A tSNE dimension reduction was performed using the Seurat FindNeighbors and RunTSNE functions with the parameter *dims = 1:24*, which was chosen based on the ElbowPlot function graph. Clusters were defined via the FindClusters function at resolution 0.3.

### Data filtering and reclustering.

Positive cluster markers were identified using the FindAllMarkers function with the parameters *only.pos = T*, *min.pct = 0.25*, *logfc.threshold = 0.25*. The cell cycle stage of the cells was assessed using the function CellCycleScoring, with s.features and g2m.features provided by Seurat in the R object cc.genes after being transformed into mice genes with the R function gorth of the R package gprofiler (47). Based on a marker and cell cycle analysis, clusters 14 and 16 of likely actively proliferating cells were discarded. The remaining cells (14,848 retained out of 15,228; 10% discarded) were reclustered with the parameter *dims = 1:20* at resolutions 0.3 and 0.9. Clustering at resolution 0.3 with 14 cell groups was selected as a base for further study. Based on SingleR annotations, cluster 15 from resolution 0.9 was reintroduced into the final data set as cluster 15, resulting in 15 final cell groups (see Fig. S9 in the supplemental material). The clusters were finally sorted by size and renamed starting with 1.

### Data analysis.

For marker analysis, the raw expression data (“RNA” assay) were normalized using the Seurat function NormalizeData with the parameters *normalization.method = “LogNormalize”* and *scale.factor = 10000*. Afterwards, the data were scaled for all genes using the Seurat ScaleData function with default parameters. Cluster markers of the final data set were then identified using the Seurat FindAllMarkers function as described above. Gene Ontology (GO) term enrichment analysis of the statistically significant (adjusted *P* value, <0.05) cluster markers was performed with the help of the R package clusterProfiler and Metascape (48, 49). The compareCluster function was used to compare the marker sets per cluster to the org.Mm.eg.db database v.3.10 (50) with the parameters *fun =“enrichGO*,” *ont = “BP*,*” pAdjustMethod = “BH*,*” pvalueCutoff = 0.05*, *qvalueCutoff = 0.10*, *OrgDb = “org.Mm.eg.db*,*” keyType = “SYMBOL*.”

### Differential abundance testing.

In order to find clusters of interest, differential abundance testing was performed as described in chapter 14 of reference 51 using the R package edgeR (52). Input for the described workflow was produced as follows: cells were assigned a “day” parameter based on the stage of the experiment at which they were harvested. An abundance matrix of the cell counts per sample (columns) per cluster (rows) was produced and used to create a DGEList function output object. A design matrix was produced by the model.matrix function from the sample IDs (identifications) using the “day” parameter as a blocking factor. The clusters to be significantly increased on D10 were clusters 3 (adjusted *P* value, 0.005), 5 (adjusted *P* value, 0.005), and 15 (adjusted *P* value, 0.046) and those to be decreased were clusters 2 (adjusted *P* value, 0.025), 6 (adjusted *P* value, 0.046), and 10 (adjusted *P* value, 0.046). Clusters 3 and 5 were also found to have a significantly lower fraction of control samples compared to the average of the others (adjusted *P* values, 0.018 and 0.018, respectively), as well as to just the D10 samples (adjusted *P* values, 0.002 and 0.002, respectively) (Fig. 2B).

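For rebuilt cluster 5, the log2 fold change of the controls against the average of the other groups was −3.82 (standard error 0.90, adjusted p = 0.012 from edgeR). For rebuilt cluster 4 it was −0.97 (standard error 0.13, adjusted p = 0.00062 from edgeR), and for rebuilt cluster 12 −2.66 (standard error 0.84, adjusted p = 0.028 from edgeR). For D10 against control, the log2 fold changes were 4.93 (standard error 0.94, adjusted p = 0.0036 from edgeR), 1.77 (0.16, 2.8e-05) and 3.62 (0.93, 0.0056), in the same order. Without the day 48 control, these values were not past the threshold for rebuilt clusters 5 and 12, nor was the value of the controls for rebuilt clusters 5 (−2.81), 4 (−1.02) and 12 (−3.42). For rebuilt cluster 12, the value of the controls was also not past it without the day 21 control (−2.51), D10 replicate 1 (−2.48) or D21 replicate 1 (−2.64), and that of D10 was not without D10 replicate 1 (3.05).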

### Inference of pairwise cell interactions.

In order to predict the pairwise immune cell type interactions, expression matrices of the annotated cell types were extracted from each time point of the experimental data. The gene expression data were transformed using the formula *x*/[sum(*x*) *×* 10,000]. The data were then analyzed according to the standard CellPhoneDB v.2.1.7 pipeline using the cellphonedb method, statistical_analysis mode with default parameters against the v.2.0.0 database (28). To match the database, genes were preliminarily renamed to human homologs via the R biomaRt v.2.48.2 package getLDS function, accessing the ENSEMBL Homo sapiens and Mus musculus databases (53). For visualization, if multiple mouse orthologs were associated with a single human gene, an ortholog with the highest average expression was used. Protein-protein interaction networks of genes forming significant pairs were built and analyzed using the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) database v.11.5 (54) interface (https://string-db.org).

### Data visualization.

tSNE scatterplots were constructed using the Seurat function DimPlot with the parameters *reduction = “tsne”* and *pt.size = 0.2*. Gene expression violin plots were constructed using the Seurat VlnPlot function with the parameter *pt.size = 0*. Cell type density plots, stack plots, and dot plots were constructed with the help of the R package ggplot2 v.3.3.0 (55). Density plots were built using the tSNE coordinates of each cell per time point with the help of the stat_density_2d function with the parameters *geom = “polygon*,*” bins = 7*, *na.rm = T*. Enrichment assay visualization was performed using the dotplot function from the clusterProfiler package with default parameters. Cell composition bar plots were created using Microsoft Excel 2019. Gene expression dot plots were created using the Seurat R package DotPlot function with default parameters. Images were edited using Inkscape v.0.92.3 (56).

### Data availability.

scRNA-seq data are available on Gene Expression Omnibus repository with accession number GSE207480.

# Supplementary material for: Primary Infection by E. multilocularis Induces Distinct Patterns of Cross Talk between Hepatic Natural Killer T Cells and Regulatory T Cells in Mice
**Source:** Infect Immun. 2022 Jul 13;90(8):e00174-22. doi: 10.1128/iai.00174-22
**Supplement:** Supplemental file 1 — Supplemental material. Download iai.00174-22-s0001.pdf, PDF file, 2.1 MB

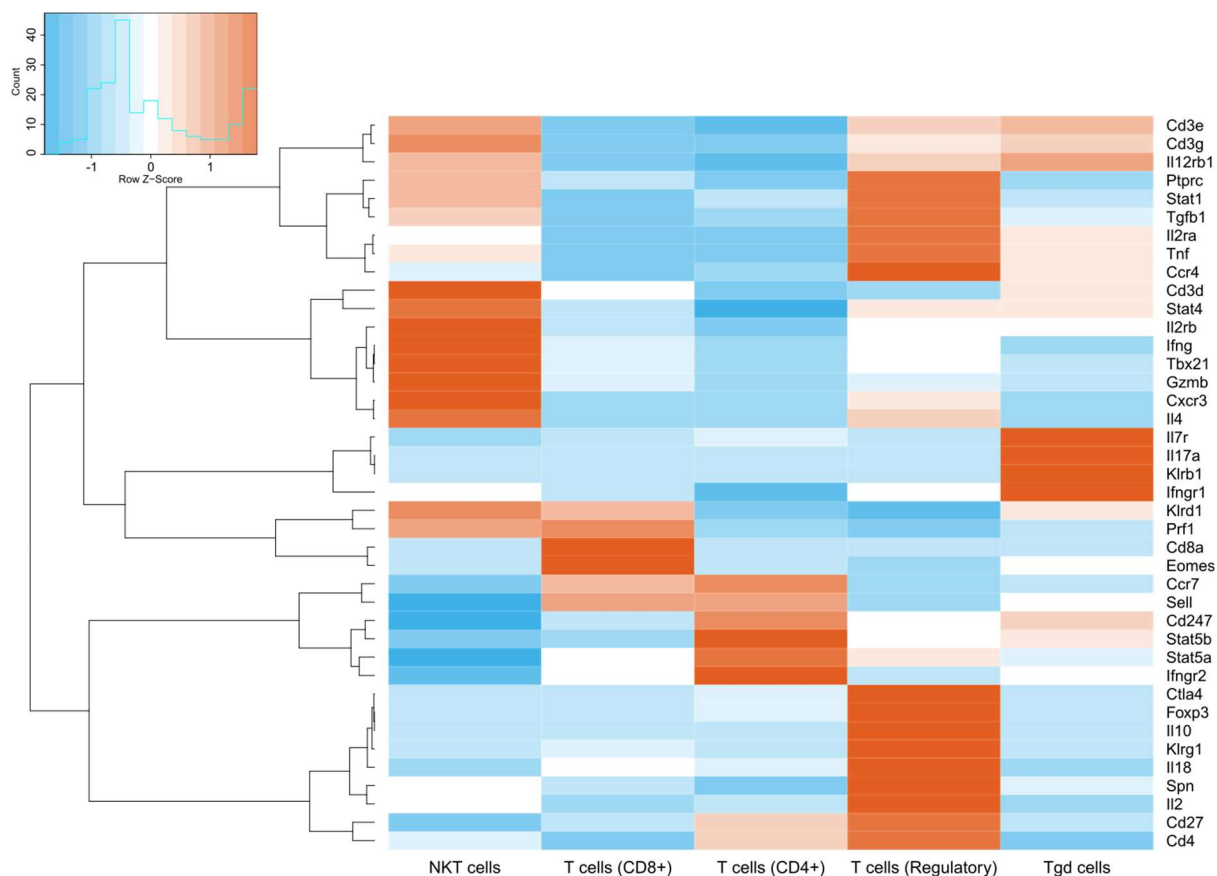

**Figure S1. SingleR annotation of the dataset is supported by cell type-defining marker expression.** For each SingleR-annotated cell type, the average expression of manually selected cell markers is shown.

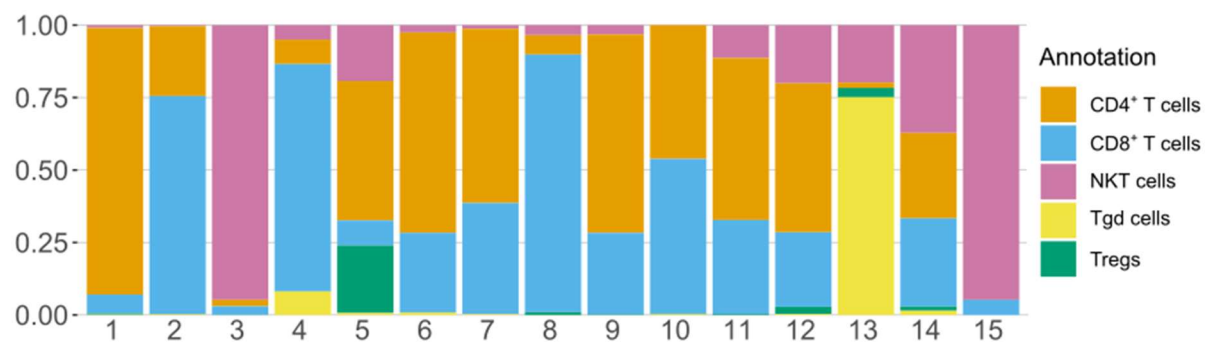

**Figure S2. Majority of dataset's NKT cells is contained within clusters 3 and 15, while most of the Tregs are in cluster 5.** For each cluster, the proportion of different cell types is shown.

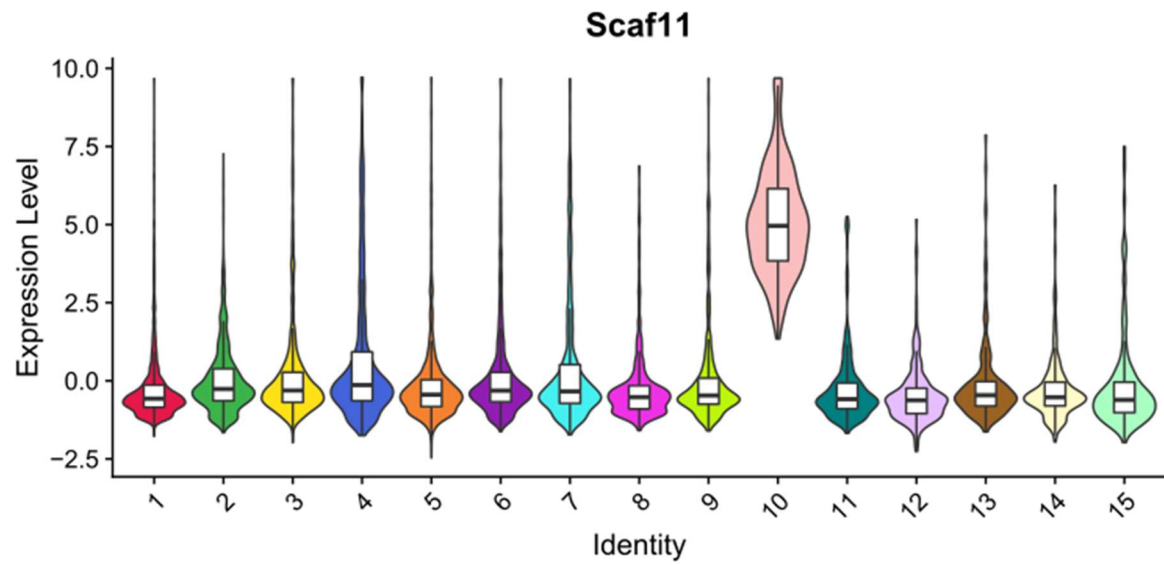

**Figure S3. Scaf11 is a strong marker of CD4+/CD8+ cell cluster 10.** Violin plots of expression of Scaf11 in each of the clusters of the datasets are shown, along with a boxplot showing the median and upper/lower quartiles.

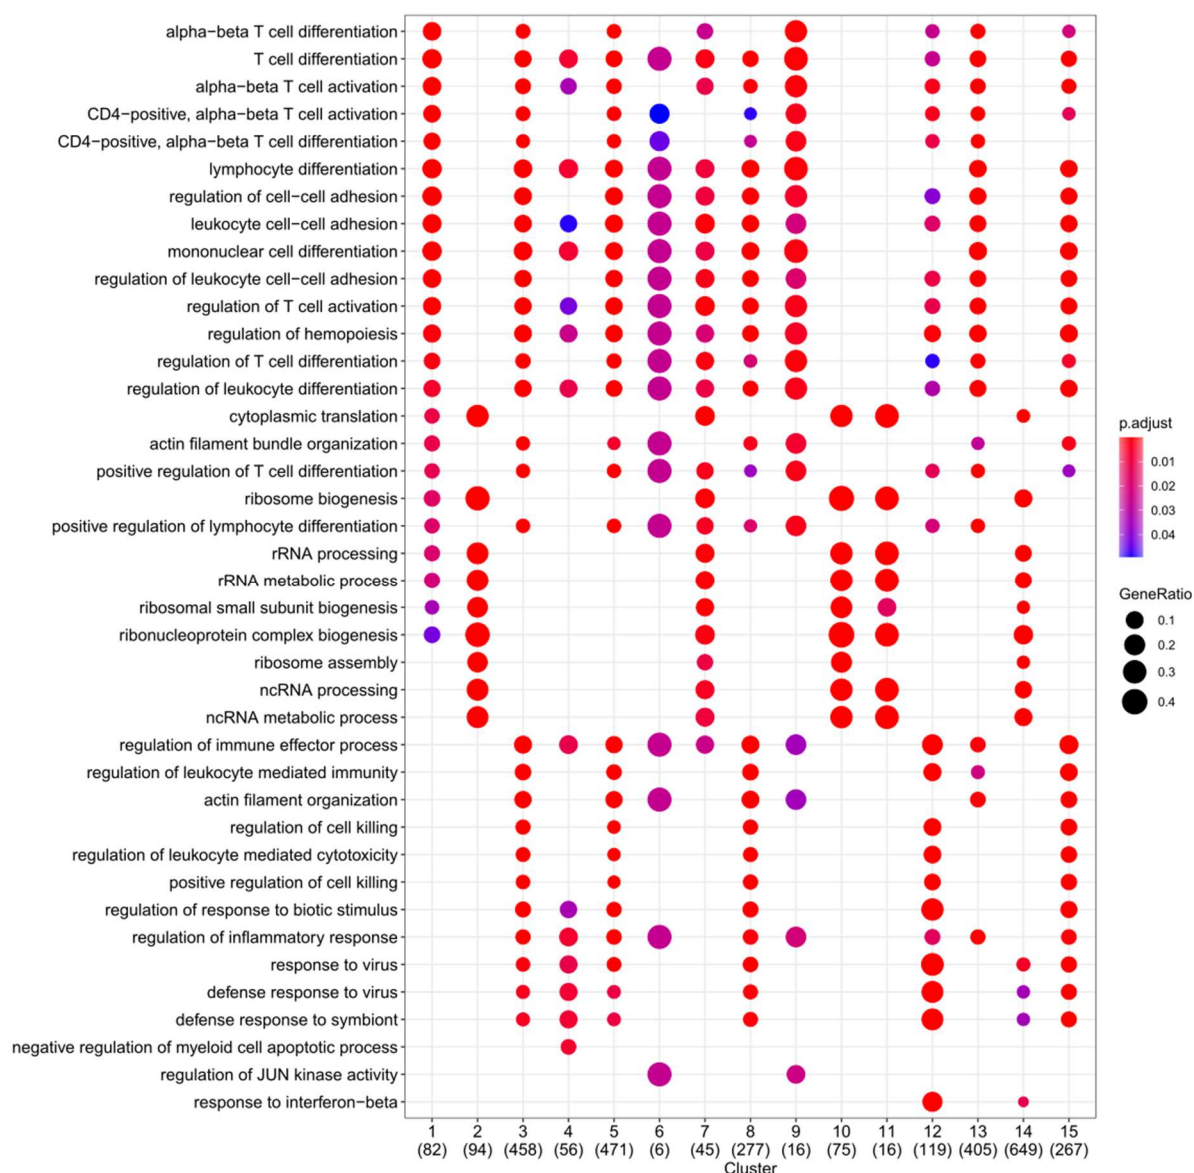

**Figure S4. The results of marker set enrichment assay highlight few clusters with ribosomal gene expression on a background of majority immune response-related sets.** Enriched pathways are shown on the left, analysed clusters with the number of significant markers (p-value adjusted < 0.05) in brackets on bottom.

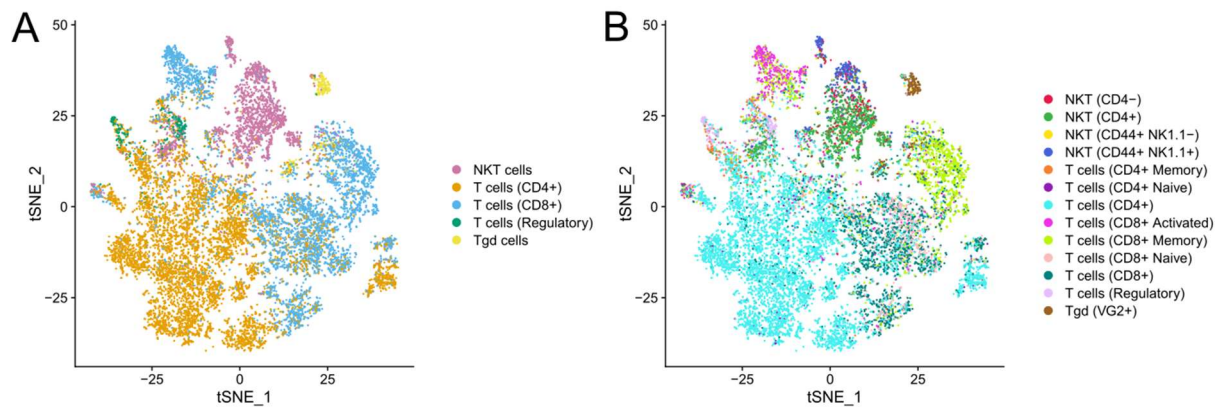

**Figure S5. Distribution of T cell subtypes in the experiment.** SingleR-based generic cell types (**A**) as well as advanced annotations (**B**) are shown on the tSNE plots representing the data. For exact numbers see **Table S1**.

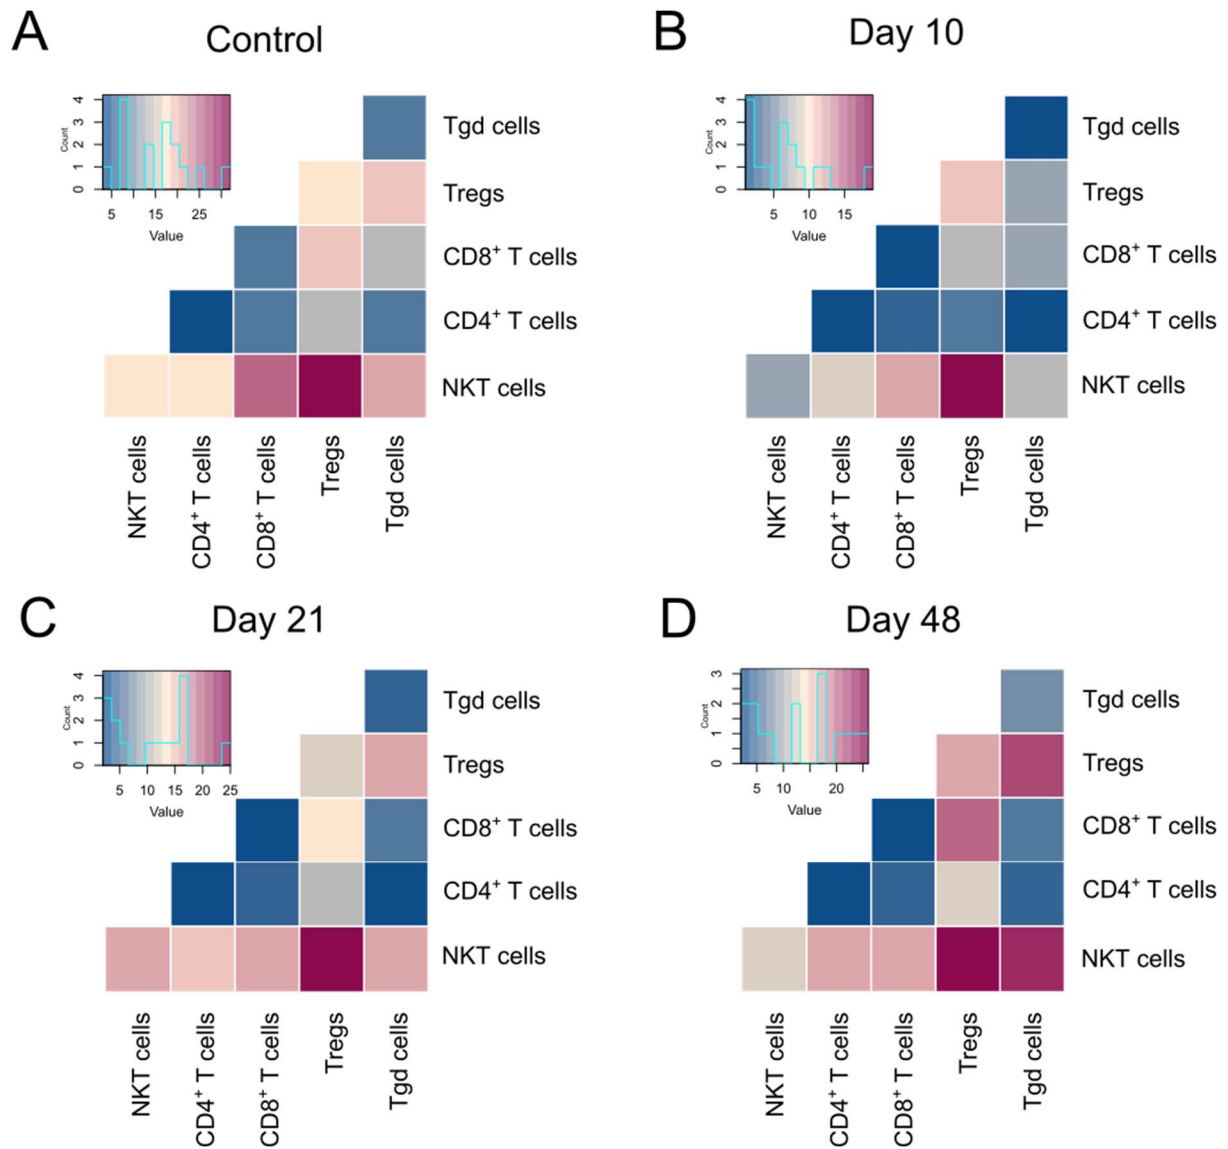

**Figure S6. Maps of intercell interactions show a consistently high number of NKT cell and regulatory T cell interactions over the course of the experiment.** Heatmaps summarizing statistically significant ligand-receptor interactions per general cell type pair can be seen for control (A), D10 (B), D21 (C), and D48 samples (D).

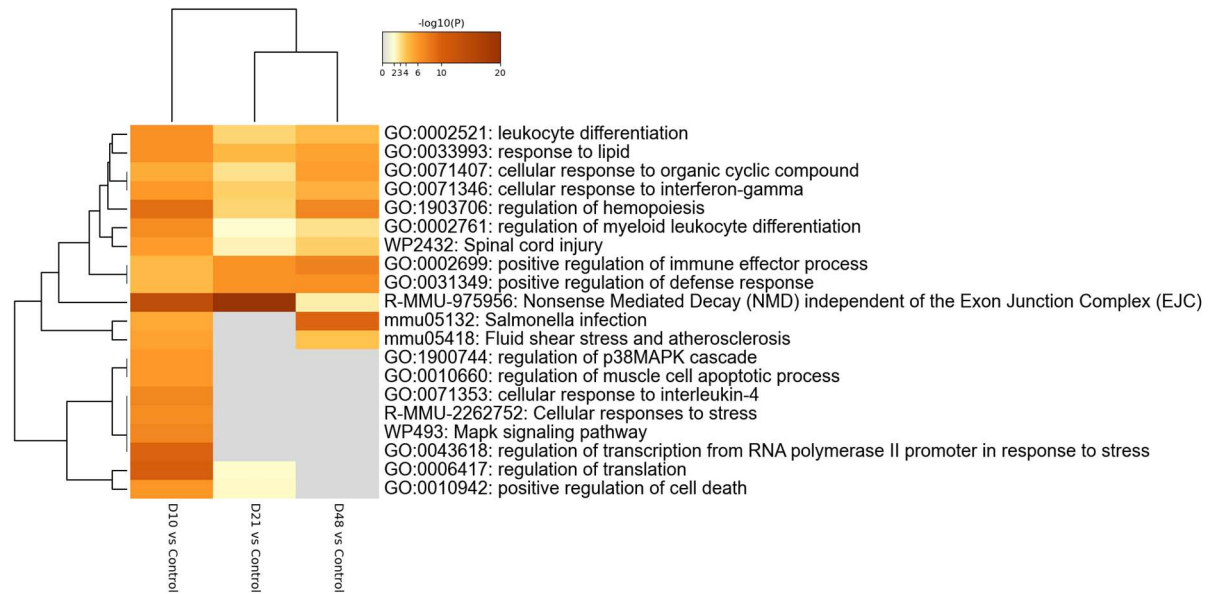

**Figure S7. GO term enrichment assay of NKT cell markers of D10, D21 and D48 compared to the control cells shows effector pathways that regulate the response to the *E.multilocularis* infection.** Heatmap was generated by supplying significant (p-value adjusted < 0.05) NKT cell markers of D10, D21, and D48 vs control comparisons (Table S3) to the Metascape web interface with default parameters (metascape.org, database version 20220422).

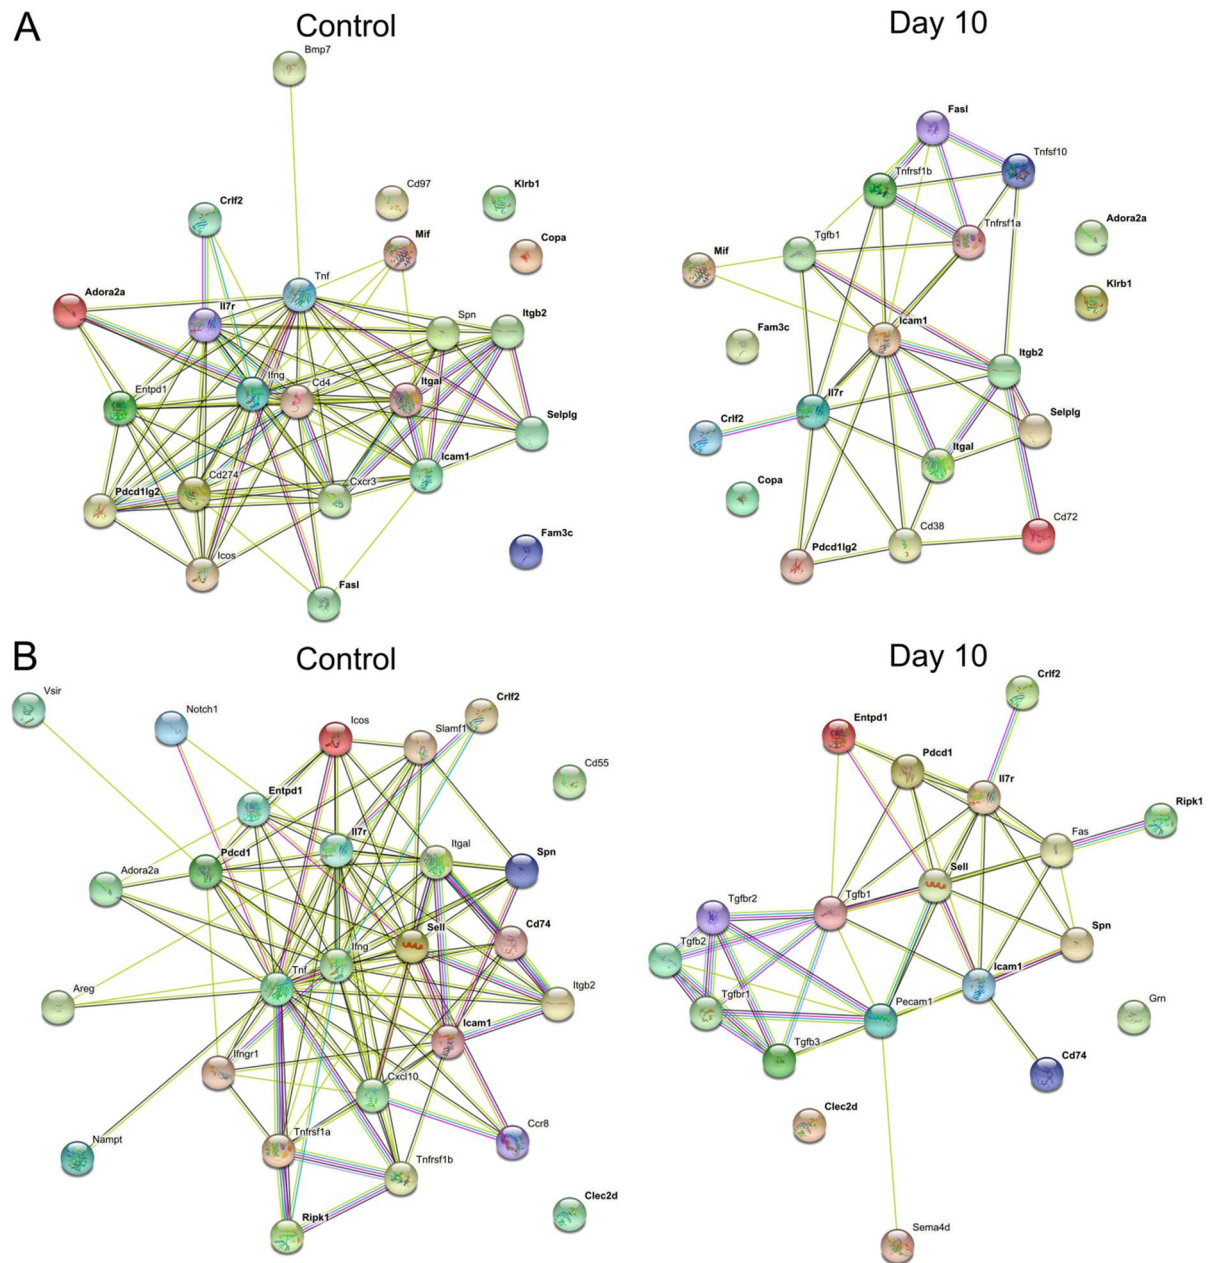

**Figure S8. Proteins that form interaction pairs between NKT cells and Tregs display high connectivity within respective cell types.** Protein-protein interaction networks are shown for NKT cells (A) and Tregs (B) for genes that form statistically significant predicted NKT-Tregs interaction pairs in control and D10 samples (Figure 4). Proteins that are found both in control and D10 interaction pairs are highlighted in bold.

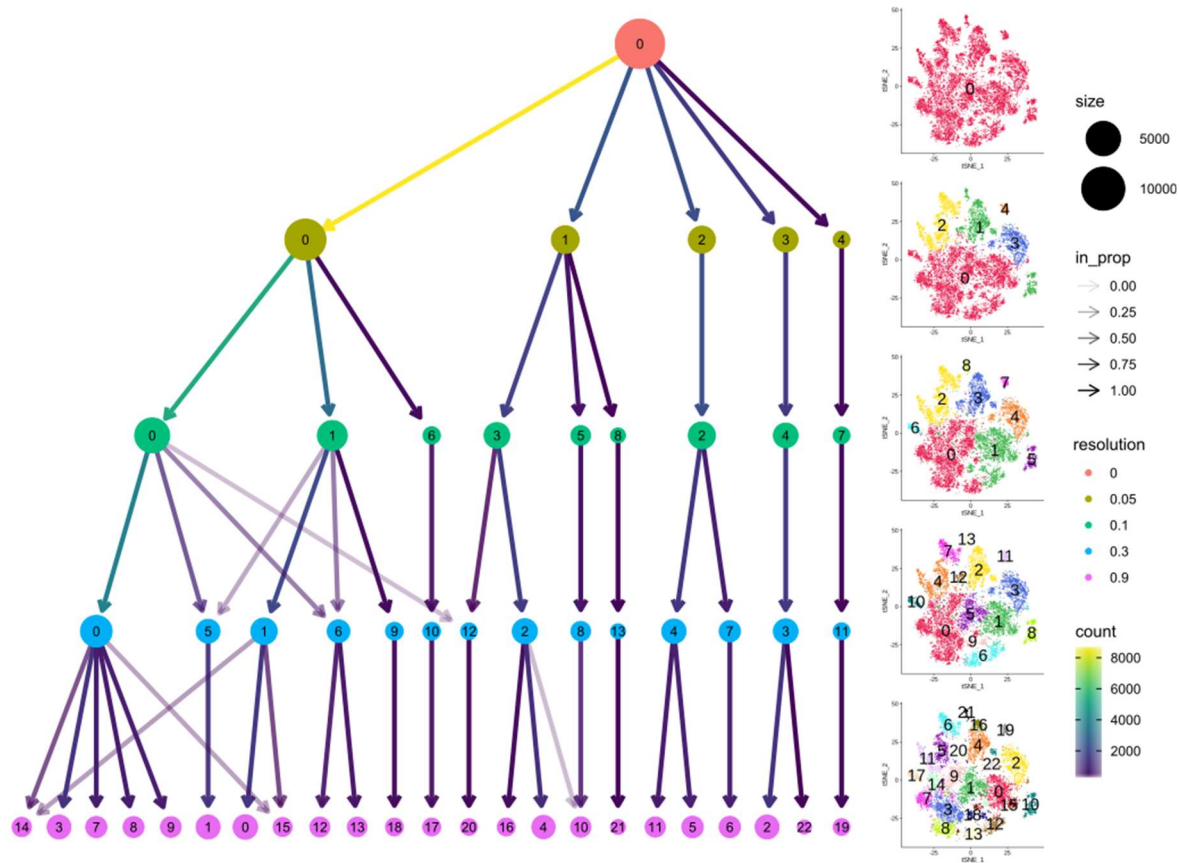

**Figure S9. Increasing the clustering resolution allows to highlight a cluster of potential interest.** Separation of data on increasing clustering resolution levels is shown schematically (left) as well as on tSNE representations of the dataset (right). Cluster 15 from resolution level 0.9 was reintroduced to the dataset. The number of cells (count) split into each cluster is represented by the color of the arrows; arrow transparency shows the incoming node proportion (in\_prop).

## Data composition

Supplemental Table 1. Composition of different T cell subtypes in the dataset.

| Cell type (generic)  | Control |       | Day 10 |        | Day 21 |        |        |
|----------------------|---------|-------|--------|--------|--------|--------|--------|
|                      | C1D21   | C1D48 | AE1D10 | AE2D10 | AE5D21 | AE6D21 | AE7D21 |
| NKT cells            | 35      | 158   | 347    | 296    | 125    | 223    | 120    |
| T cells (CD4+)       | 460     | 1421  | 226    | 425    | 273    | 969    | 303    |
| T cells (CD8+)       | 222     | 1061  | 87     | 235    | 131    | 648    | 247    |
| T cells (Regulatory) | 11      | 33    | 22     | 38     | 33     | 51     | 27     |
| Tgd cells            | 28      | 55    | 17     | 38     | 14     | 42     | 20     |

| Cell type (advanced)     | Control |       | Day 10 |        | Day 21 |        |        |
|--------------------------|---------|-------|--------|--------|--------|--------|--------|
|                          | C1D21   | C1D48 | AE1D10 | AE2D10 | AE5D21 | AE6D21 | AE7D21 |
| NKT (CD4-)               | 8       | 14    | 55     | 55     | 20     | 22     | 21     |
| NKT (CD4+)               | 10      | 15    | 266    | 203    | 86     | 173    | 65     |
| NKT (CD44+ NK1.1-)       | 2       | 3     | 3      | 12     | 4      | 4      | 0      |
| NKT (CD44+ NK1.1+)       | 15      | 126   | 23     | 26     | 15     | 24     | 34     |
| T cells (CD4+ Memory)    | 12      | 62    | 20     | 29     | 8      | 31     | 11     |
| T cells (CD4+ Naive)     | 3       | 20    | 3      | 2      | 1      | 9      | 2      |
| T cells (CD4+)           | 445     | 1339  | 203    | 394    | 264    | 929    | 290    |
| T cells (CD8+ Activated) | 40      | 118   | 28     | 42     | 20     | 51     | 38     |
| T cells (CD8+ Memory)    | 92      | 394   | 39     | 137    | 42     | 190    | 114    |
| T cells (CD8+ Naive)     | 20      | 165   | 15     | 31     | 17     | 131    | 24     |
| T cells (CD8+)           | 70      | 384   | 5      | 25     | 52     | 276    | 71     |
| T cells (Regulatory)     | 11      | 33    | 22     | 38     | 33     | 51     | 27     |
| Tgd (VG2+)               | 28      | 55    | 17     | 38     | 14     | 42     | 20     |

## Data composition

| Day 48 |        |        |
|--------|--------|--------|
| AE1D48 | AE2D48 | AE3D48 |
| 58     | 196    | 739    |
| 384    | 1147   | 1449   |
| 188    | 758    | 1228   |
| 29     | 42     | 86     |
| 12     | 50     | 41     |

| Day 48 |        |        |
|--------|--------|--------|
| AE1D48 | AE2D48 | AE3D48 |
| 6      | 26     | 125    |
| 36     | 92     | 528    |
| 1      | 6      | 5      |
| 15     | 72     | 81     |
| 14     | 16     | 31     |
| 2      | 14     | 22     |
| 368    | 1117   | 1396   |
| 43     | 131    | 114    |
| 48     | 225    | 286    |
| 17     | 130    | 283    |
| 80     | 272    | 545    |
| 29     | 42     | 86     |
| 12     | 50     | 41     |

# Cluster markers

Supplemental Table 2. List of significant markers for each of the clusters.

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

# Cluster markers

| Cluster markers |          |          |       |       |          |    |
|-----------------|----------|----------|-------|-------|----------|----|
| Lcp2            | 6,13E-07 | 0,608142 | 0,511 | 0,337 | 0,019037 | 15 |
| Ifngr1          | 6,18E-07 | 0,548228 | 0,667 | 0,473 | 0,019197 | 15 |
| Cox6c           | 7,98E-07 | 0,429441 | 0,8   | 0,726 | 0,024793 | 15 |
| Tsc22d4         | 8,37E-07 | 0,48594  | 0,533 | 0,35  | 0,025998 | 15 |
| Tma7            | 9,11E-07 | 0,471434 | 0,77  | 0,602 | 0,0283   | 15 |
| Arpc1b          | 9,15E-07 | 0,456253 | 0,852 | 0,723 | 0,028412 | 15 |
| Ndufa4          | 9,67E-07 | 0,464147 | 0,748 | 0,59  | 0,030033 | 15 |
| Ptk2b           | 9,86E-07 | 0,547139 | 0,378 | 0,215 | 0,030607 | 15 |
| Vps28           | 1,06E-06 | 0,527784 | 0,607 | 0,431 | 0,032788 | 15 |
| Esyt1           | 1,06E-06 | 0,594511 | 0,496 | 0,317 | 0,032859 | 15 |
| Krtcap2         | 1,12E-06 | 0,521553 | 0,659 | 0,496 | 0,034749 | 15 |
| Tnfrsf18        | 1,18E-06 | 0,566392 | 0,378 | 0,218 | 0,036686 | 15 |
| Ddx17           | 1,19E-06 | 0,402591 | 0,333 | 0,173 | 0,037028 | 15 |
| Mea1            | 1,2E-06  | 0,58203  | 0,326 | 0,177 | 0,037278 | 15 |
| Vamp8           | 1,24E-06 | 0,564043 | 0,481 | 0,312 | 0,038404 | 15 |
| Lgals1          | 1,27E-06 | 0,464186 | 0,578 | 0,383 | 0,03934  | 15 |
| Tapbp           | 1,27E-06 | 0,566007 | 0,593 | 0,427 | 0,039495 | 15 |
| Atp5j2          | 1,33E-06 | 0,474317 | 0,756 | 0,658 | 0,041187 | 15 |
| Card19          | 1,33E-06 | 0,47788  | 0,274 | 0,137 | 0,04136  | 15 |
| Tmem59          | 1,36E-06 | 0,533866 | 0,474 | 0,298 | 0,042128 | 15 |
| Atp6v1f         | 1,37E-06 | 0,490451 | 0,667 | 0,497 | 0,042611 | 15 |
| Sem1            | 1,39E-06 | 0,363784 | 0,815 | 0,672 | 0,043089 | 15 |
| Syng2           | 1,56E-06 | 0,383651 | 0,274 | 0,133 | 0,048386 | 15 |

# Time point markers - NKT

Supplemental Table 3. List of significant NKT cell markers for each of the time points compared to control.

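The sign of the fold changes in this table was compared with the sums per sample, given as infected minus control. For D10, 160 of the 164 genes listed could be tested, and all 160 had the opposite sign. The same was true of all 63 tested genes for D21 and all 62 for D48. The first of the table's columns for the share of cells differed from the share of NKT-like cells with a UMI in the controls by 2.65 points on average for D10, and from the share on D10 by 22.7 points. A positive value in the table therefore goes with a higher level in the controls. At an adjusted p below 0.05 from edgeR, 140 of the 160 genes were called for D10, 34 of 63 for D21 and 39 of 62 for D48.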

# Time point markers - NKT

# Time point markers - NKT

# Time point markers - NKT

# Time point markers - NKT

# Time point markers - NKT

|          |            |            |       |       |            |                |
|----------|------------|------------|-------|-------|------------|----------------|
| Slc25a4  | 1,7357E-08 | 0,36787638 | 0,264 | 0,108 | 0,000539   | D48 vs Control |
| Lgals3bp | 1,7882E-08 | 0,45618743 | 0,378 | 0,187 | 0,00055529 | D48 vs Control |
| Esyt1    | 1,7963E-08 | 0,49007565 | 0,58  | 0,361 | 0,0005578  | D48 vs Control |
| Atp1b3   | 2,2869E-08 | 0,4880253  | 0,513 | 0,309 | 0,00071015 | D48 vs Control |
| Slc38a2  | 3,3181E-08 | 0,485074   | 0,746 | 0,555 | 0,00103036 | D48 vs Control |
| Ostf1    | 4,8066E-08 | 0,45722276 | 0,648 | 0,424 | 0,00149259 | D48 vs Control |
| Tnf      | 8,4946E-08 | 0,34862065 | 0,259 | 0,11  | 0,00263784 | D48 vs Control |
| Rps26    | 3,1075E-07 | 0,26088982 | 0,984 | 0,982 | 0,00964969 | D48 vs Control |
| Ms4a4b   | 4,057E-07  | 0,49620845 | 0,86  | 0,737 | 0,01259805 | D48 vs Control |
| Adh5     | 4,0584E-07 | 0,39040514 | 0,28  | 0,135 | 0,01260268 | D48 vs Control |
| Rara     | 5,481E-07  | 0,48784136 | 0,264 | 0,124 | 0,01702024 | D48 vs Control |
| Cct3     | 7,2412E-07 | 0,41030111 | 0,368 | 0,194 | 0,02248623 | D48 vs Control |
| Tcf7     | 7,6301E-07 | 0,38918375 | 0,399 | 0,22  | 0,02369379 | D48 vs Control |
| Ncf4     | 9,0669E-07 | 0,39590341 | 0,306 | 0,152 | 0,0281555  | D48 vs Control |
| Klre1    | 9,7208E-07 | 0,47905489 | 0,368 | 0,202 | 0,03018589 | D48 vs Control |
| Itgb7    | 1,1318E-06 | 0,44547478 | 0,705 | 0,535 | 0,03514483 | D48 vs Control |
| Arpc2    | 1,3379E-06 | 0,35681398 | 0,917 | 0,855 | 0,04154733 | D48 vs Control |
| Rpl29    | 1,361E-06  | 0,26114964 | 0,995 | 0,983 | 0,04226389 | D48 vs Control |

Time point markers - NKT

# Time point markers - Tregs

Supplemental Table 4. List of significant Tregs cell markers for each of the time points compared to cor

| gene    | p_val      | avg_log2FC | pct.1 | pct.2 | p_val_adj  | comparison     |
|---------|------------|------------|-------|-------|------------|----------------|
| Rpl13a  | 2,0859E-09 | 1,07092635 | 1     | 0,917 | 6,4775E-05 | D10 vs Control |
| Uba52   | 3,0608E-09 | 1,05005196 | 0,977 | 0,95  | 9,5047E-05 | D10 vs Control |
| Vps37b  | 5,2245E-08 | 1,75605015 | 0,682 | 0,2   | 0,00162237 | D10 vs Control |
| Nr4a1   | 2,6685E-07 | 1,92638658 | 0,75  | 0,333 | 0,00828664 | D10 vs Control |
| Pnrc1   | 3,5403E-07 | 1,39952663 | 0,977 | 0,783 | 0,01099356 | D10 vs Control |
| Csrnp1  | 4,3172E-07 | 1,70124697 | 0,659 | 0,217 | 0,01340635 | D10 vs Control |
| Junb    | 5,817E-07  | 1,18808024 | 0,977 | 0,967 | 0,01806347 | D10 vs Control |
| Tnfaip3 | 8,994E-07  | 1,62405626 | 0,886 | 0,6   | 0,0279291  | D10 vs Control |
| Abt1    | 4,2162E-07 | 0,61273035 | 0,318 | 0,027 | 0,01309271 | D21 vs Control |
| Txk     | 9,3742E-07 | 0,87983786 | 0,318 | 0,036 | 0,02910984 | D21 vs Control |
| Arhgef3 | 8,063E-08  | 1,17628671 | 0,386 | 0,07  | 0,0025038  | D48 vs Control |
| Emp3    | 3,6158E-07 | 0,89917913 | 0,909 | 0,611 | 0,01122823 | D48 vs Control |

## Time point markers - Tregs

ntrol.

How the deposited data were processed for this re-analysis (not part of the article)

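Hepatic T cells of mice infected orally with E. multilocularis eggs, and of noninfected mice, were enriched by negative selection, and 5' gene expression libraries of single cells were sequenced. The 12 samples are 3 noninfected controls, from days 10, 21 and 48, and 3 infected samples from each of D10, D21 and D48. The authors deposited filtered tables of raw UMI counts per gene and barcode, made with Cell Ranger 3.0.2 and the mouse reference mm10-3.0.0 and not normalized. The paper's gene minimums and mitochondrial limit are not yet applied in these tables. They list 31053 genes. An annotation of GRCm38 (GENCODE vM21) holds 99.6% of their identifiers, 98.5% of the listed genes have the same name in it, and gene positions were taken from it. The T cell receptor libraries were not analysed here, and the paper's SingleR labels, CellPhoneDB predictions, STRING networks and Metascape terms were not used here.

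Total UMI counts per sample ranged from 1754525 to 13102323 among the paper's 10 samples, and are given per sample in the first passage. Cells were kept at the paper's minimum number of genes for each sample and at no more than 15% mitochondrial UMIs. D10 replicate 1, for which the paper's text gives no minimum, was kept at 250 genes. The sums of UMIs per class and sample ranged from 112126 in NKT-like cells of the day 21 control upward in that class, and from 39012 to 264041 in Treg-like cells.

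The tools were R 4.3.3, Seurat 5.3.0, sctransform 0.4.2, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, Matrix 1.6.5, Python 3.11.15, scanpy 1.11.5, numpy 2.4.6 and matplotlib 3.10.9, with seed 322. For the classes, counts were log-normalized, 2000 variable genes were chosen without T cell receptor, ribosomal, mitochondrial and rRNA-like genes, and cells were clustered on 30 principal components at resolution 1. For the paper's clusters, SCTransform with 3000 variable genes and the mitochondrial percentage regressed was used with 20 components at resolution 0.3. Markers for the match to the paper's clusters had a natural log fold change of at least 0.25.

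Clusters were named from lists of marker genes for T cells, CD4, CD8, NKT, NK, Treg, gamma-delta, proliferating, B, myeloid, hepatocyte, endothelial and erythroid cells. A list's score is the mean log2 ratio of its genes to their median over the clusters, with 10 CPM added. A name needed at least 3 markers raised 1.5-fold and found in at least 5% of cells, and a margin of 0.25 over the next list. It also needed a T cell score of at least −1, and a cluster with a median UMI count under 0.333 of the sample's and no marker of its list among its leading genes was left unnamed. CD4 and CD8 names needed a ratio of 2 between the shares of cells with Cd4 and Cd8a, the NK name was given only at a T cell score below 0, and the Treg name needed Foxp3. The leading 10 genes of a cluster were compared with the lists. The rule was reached in 3 versions, all after the clusters and the class counts had been seen, and a UMI limit of 0.5 was tried and set aside. No cluster took the name of the B cell or endothelial list. 

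Abundance was tested with edgeR on the number of cells per class or cluster and sample (no trend in the dispersion, robust quasi-likelihood fit, no composition factors), with Benjamini-Hochberg adjustment over the 5 classes or over all clusters. Gene tests used UMI counts summed per sample over samples with at least 10 cells of a class, with filterByExpr, TMM factors, estimateDisp and the quasi-likelihood test. The use of estimateDisp for genes was settled while the fit was written. All 4 groups entered each fit, and the threshold was an adjusted p of 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Cells were never taken as replicates.

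The genes named in the text follow a rule. It takes every gene the paper's text names for these comparisons, and Casp4 beside Scaf11. It also takes the first 5 genes of each comparison in Table S3, all of Table S4 and the first 2 of each cluster in Table S2, whose values in those tables had been seen. Last, it takes the 3 with the largest log2 fold change in each direction among those past the threshold whose groups do not overlap. Not each of them is printed, and 1 gene that the paper names and 1 of the gene pairs compared are not reported here. Fold changes against a group with 0 UMIs are lower bounds with a floor of 3 UMIs over the group, and ratios with 1 to 3 UMIs have exact 95% counting intervals. Shares of cells with a UMI were also taken after every cell had been thinned to 1000 UMIs, with a limit of 10% of cells for genes counted as found.

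The gene tests were tested on simulated data. Counts were drawn around the mean levels of each class, and 200 genes were changed 4-fold on D10. Of the changed genes that passed the filter on low counts, 48.5% were recovered in NKT-like, 60.3% in Treg-like, 55.5% in CD4-like and 51.5% in CD8-like cells, and 2.08%, 9.02%, 4.50% and 3.85% of the calls were false. In 50 simulations, the abundance test called a 4-fold change of NKT-like cells in 78% and no change in 2%. In the gene and abundance simulations, the spread between samples was set and not taken from the data. These rates hold for that spread only.

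The alternatives were all 12 samples, TMM factors on cell counts, DESeq2, the legacy quasi-likelihood, fits of 2 groups only, each sample left out, other gene minimums, doublets left out, proliferating cells kept, other resolutions, SCTransform, the cell counts of Table S1, a replicate block, no filter on low counts and equal cell numbers. Scrublet's automatic threshold called 64 of 16318 cells, so the highest-scoring 0.8% of cells per 1000 barcodes (303 cells, expected rate 6%) were left out instead. The earlier versions of the naming rule, the UMI limit of 0.5, another clustering seed, NK-like cells counted as NKT-like, the legacy fit on Table S1, the larger NKT-like cluster alone and the control of the same day were added after the data had been seen.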

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

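The tests of mitochondrial loss, of immediate early genes, of the ratio of Rpl13a-ps1 to Rpl13a and of the shares without NKT-like cells were chosen after the results had been seen.

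In the day 10 control, which the paper left out for abnormal clustering and high mitochondrial content, NKT-like cells made up 40.9% of the cells in the classes, against 3.61% and 4.67% in the other controls. In D10 replicate 3, left out for the same reason, they made up 53.2%. Of these cells, 1127 of 1255 lay in an NKT-like cluster that held at most 55 cells of any other sample. In the day 10 control, 32 of 141 NKT-like cells lay in it. Both shares are signals in samples that the paper did not analyze. A loss of other cells with high mitochondrial content was tested and stays open. In D10 replicate 1, 6.91% of the barcodes were above the limit and NKT-like cells made up 47.6%, and in D48 replicate 1 these were 35.1% and 5.29%. Both are single infected samples and decide nothing on the noninfected control, in which 48.1% were above the limit. Fewer blood cells in the suspension would need fewer hemoglobin UMIs in each day 10 sample than elsewhere. The highest value on day 10 was 1.96 hemoglobin UMIs in 1e6 and the lowest elsewhere 0.133, so the values overlap.

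A difference between the sampling days or batches stays open. Over the genes called between D10 and control in the 10 samples and at least 1 log2 unit apart, the median position of the day 10 control between the other controls (0) and D10 (1) was 0.901 in CD8-like, 0.934 in NKT-like, 0.937 in Treg-like and 0.765 in CD4-like cells. D10 replicate 3 lay at 0.747, 0.936, 0.679 and 1.12. The day 10 control had 57, 141, 32 and 102 cells in these classes. A wrong label for the day 10 control cannot be told apart from a batch, since no gene marks infection independently, and the position of 0.765 in CD4-like cells follows from both. Since the 10 samples hold no control of day 10, infection and day are confounded in each comparison of D10 with control. The differences on D10 may therefore reflect infection, the day of sampling, or both. The high mitochondrial content of the control also leaves open that the sample itself was altered.

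The ratio of Rpl13a-ps1 to Rpl13a UMIs was 0.0748 in the day 10 control, between 0.0603 and 0.0808 in the 3 D10 samples and between 0.00576 and 0.0141 in the other 8. The longest stretch that the 2 share is 57 bases. This is 1 of 8 pairs looked at, and it was chosen after the values had been seen. In most of the other pairs, the ratios of the day 10 samples overlapped those of the other days. If the label of the day 10 control is right, infection alone would not raise the ratio of Rpl13a-ps1 to Rpl13a in that sample. A difference in library preparation, sequencing or read assignment between day 10 and the other days is a candidate explanation, and it fits the ratio of 0.0748. The paper's text names no batches, and a biological effect of the day was not tested.

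The share of NKT-like cells differed between the infected groups of D10 and D21, with a log2 fold change of −1.73 (adjusted p = 0.037 from edgeR), and that of CD8-like cells by 1.25 (adjusted p = 0.0051 from edgeR). These groups differ in day as well as in stage, and against the control of day 10 alone, chosen after the data had been seen, NKT-like cells changed by 0.18 on D10 (adjusted p = 0.82 from edgeR), so that a larger effect of infection on D10 is not shown. Without D21 replicate 2 the value of NKT-like cells was −1.30, and without D10 replicate 1 it was −1.32. It was past the threshold in neither case, nor without the day 21 control (−1.73), the day 48 control (−1.73), D21 replicate 1 (−1.87) or D21 replicate 3 (−1.83). Shares of one total move together. Without NKT-like cells in the total, CD8-like cells were still lower on D10 than in the controls, with a log2 fold change of −0.68, so that the rise of NKT-like cells alone does not account for it. CD4-like cells changed by 0.16, and whether the rise of NKT-like cells accounts for their lower share cannot be told apart with 2 samples per group. The batch of day 10 stays open for both.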

How the results depend on the processing

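Of the tests here, the control of the same day, the larger NKT-like cluster alone, the earlier versions of the naming rule, the UMI limit of 0.5, the other clustering seed, NK-like cells counted as NKT-like and the legacy fit on the counts of Table S1 were chosen after the results had been seen. Classes are written without the ending "-like" where several follow one another, and D10, D21 or D48 alone means that time point against control.

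Over 368 alternatives to 12 log2 fold changes of abundance, 314 kept the direction and the side of the threshold, 29 were no longer past it, 13 passed it newly and 12 changed sign. For 56 genes, 854 of 1064 alternatives kept both, 145 were no longer past the threshold, 18 passed it newly and 47 changed sign. Of 310 alternative numbers of genes, 205 stayed within 1.5 times the reported number and 105 did not, and of 26 numbers of clusters 3 did not. Thinning moved 143 of 184 shares of cells with a UMI beyond the spread between samples. Below are the abundances and numbers that changed and the genes whose sign changed. The values of genes that only lost or passed the threshold are not listed here. Where a setting itself removes samples, cells or genes, that is part of the change, and otherwise the cause was not tested. In settings that leave a group with 1 sample, the lone sample is assumed to vary like the other groups.

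The control of the same day with all 12 samples gave log2 fold changes of abundance of 0.18 (NKT, D10), −0.79 (Treg, D10), 0.17 (CD4, D10), −0.38 (CD8, D10), 1.11 (Treg, D21), and numbers of changed genes of 0 higher and 0 lower (CD4, D10), 0 higher and 0 lower (CD8, D10), 0 higher and 2 lower (NKT, D10), 0 higher and 1 lower (NKT, D21), 19 higher and 41 lower (NKT, D48), 0 higher and 0 lower (Treg, D10), 0 lower (Treg, D21). The sign changed for Itgb2 −0.031, Selplg 0.015, Adora2a −0.68, Il18r1 0.30, Ccl4 1.72, 1810011H11Rik −0.15 (NKT, D10); Gzmb 0.0035 (NKT, D21); Areg 3.76, Bhlhe40 1.27, Gm11808 −0.49, Foxp3 −0.040 (Treg, D10); Plaur 3.53, Gm42418 −0.15, Zfyve28 5.24, Hbb-bs 2.16 (CD4, D10); Atf3 4.66, Plaur 4.11, Rpl13a-ps1 −0.82, Gm42418 −0.067, Cd8b1 0.13 (CD8, D10). DESeq2 was not run in this setting. At an unadjusted p below 0.05, edgeR found 639 (CD4, D10), 431 (CD8, D10), 270 (NKT, D10) and 122 (Treg, D10) genes.

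All 12 samples gave log2 fold changes of abundance of 1.48 (Treg, D10), −0.53 (CD4, D10), 0.91 (Treg, D21), −0.25 (Treg, D48), and numbers of changed genes of 551 higher (CD4, D10), 10 higher (CD8, D10), 7 higher and 71 lower (NKT, D10), 0 higher and 0 lower (NKT, D21), 0 higher and 0 lower (NKT, D48), 0 higher and 0 lower (Treg, D10), 0 lower (Treg, D21). Signs changed for Adora2a −0.34 (NKT, D10); Foxp3 −0.028 (Treg, D10); Gm42418 −0.087 (CD4, D10). DESeq2 was not run on all 12 samples. At an unadjusted p below 0.05, edgeR found 394 (NKT, D21), 409 (NKT, D48) and 126 (Treg, D10) genes.

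The larger NKT-like cluster alone gave numbers of changed genes of 29 higher and 86 lower (NKT, D10), 8 higher and 5 lower (NKT, D21), 14 higher and 20 lower (NKT, D48). Signs changed for Selplg 0.55, Adora2a −0.42, Il7r 0.41, Il18r1 0.32 (NKT, D10); Icam1 0.035 (NKT, D21). The same number of cells per sample gave numbers of changed genes of 152 higher and 242 lower (CD4, D10), 10 higher and 59 lower (CD8, D10), 20 higher and 59 lower (NKT, D10), 1 higher and 6 lower (NKT, D21), 1 higher and 2 lower (NKT, D48), 1 higher and 1 lower (Treg, D10), 0 lower (Treg, D21). The direction changed for Selplg 0.066, Il18r1 0.084 (NKT, D10); Scaf11 0.097, Gm42418 −0.0092 (CD4, D10). DESeq2 gave log2 fold changes of abundance of 1.51 (NKT, D21), −0.14 (NKT, D21 to D48), and numbers of changed genes of 159 higher and 317 lower (CD4, D10), 32 higher and 161 lower (NKT, D10), 14 higher and 21 lower (NKT, D21), 5 higher and 11 lower (NKT, D48), 0 lower (Treg, D21). No filter on low counts gave numbers of changed genes of 42 higher and 203 lower (CD8, D10), 1 higher (Treg, D10), 1 higher and 1 lower (Treg, D48). The sign changed for Selplg 0.016 (NKT, D10). A fit of only the 2 groups compared gave log2 fold changes of abundance of 1.20 (NKT, D21), and numbers of changed genes of 46 higher and 171 lower (CD8, D10), 8 higher and 22 lower (Treg, D10). Resolution 1.5 gave numbers of changed genes of 242 higher (NKT, D10). The direction changed for Selplg 0.15 (NKT, D10).

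TMM factors on the cell counts gave log2 fold changes of abundance of 0.032 (CD4, D10), 1.49 (Treg, D21), and a number of smaller rebuilt clusters of 1. SCTransform values gave log2 fold changes of abundance of −1.24 (CD4, D10), 0.45 (Treg, D21), −0.18 (Treg, D48). The cell counts of Table S1 gave log2 fold changes of abundance of −0.52 (CD4, D10), 0.65 (Treg, D10 against the other groups), 1.44 (Treg, D21), −1.36 (NKT, D10 to D21). The counts of Table S1 with the legacy quasi-likelihood gave log2 fold changes of abundance of 0.52 (Treg, D10 against the other groups), 1.64 (NKT, D21), 1.30 (NKT, D48), −0.34 (NKT, D21 to D48). The legacy quasi-likelihood gave log2 fold changes of abundance of 1.49 (NKT, D21), −0.12 (NKT, D21 to D48). The first version of the naming rule gave log2 fold changes of abundance of 3.38 (NKT, D21), 3.77 (NKT, D48). Proliferating cells kept as a class gave log2 fold changes of abundance of 1.72 (Treg, D21). Resolution 0.2 gave a number of smaller rebuilt clusters of 2. The second version of the naming rule and the UMI limit of 0.5 gave the reported values.

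A replicate block gave log2 fold changes of abundance of −0.032 (NKT, D21 to D48). The replicate numbers do not pair the samples, since the correlations between samples with the same number ranged from −0.820 to 0.700. With the block, the value between D10 and D21 was −1.91 for NKT.

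With each sample left out in turn, the log2 fold changes of abundance had these lowest and highest values, with the sample left out in brackets. NKT-like cells, D10 ranged from 2.52 (D10 replicate 1) to 3.37 (D10 replicate 2). Treg-like cells, D10 ranged from 1.75 (D10 replicate 2) to 2.91 (D10 replicate 1). CD4-like cells, D10 ranged from −0.65 (D10 replicate 2) to −0.33 (D10 replicate 1). CD8-like cells, D10 ranged from −1.87 (D10 replicate 2) to −0.99 (D10 replicate 1). NKT-like cells, D10 against the other groups ranged from 1.59 (D10 replicate 1) to 2.44 (D10 replicate 2). Treg-like cells, D10 against the other groups ranged from 0.99 (D10 replicate 2) to 2.14 (D10 replicate 1). NKT-like cells, D21 ranged from 1.06 (D21 replicate 1) to 1.63 (D21 replicate 2). Treg-like cells, D21 ranged from 1.09 (control of day 48) to 1.95 (control of day 21). NKT-like cells, D48 ranged from 0.60 (D48 replicate 3) to 1.93 (control of day 48). Treg-like cells, D48 ranged from −0.067 (control of day 48) to 0.79 (control of day 21). NKT-like cells, D10 to D21 ranged from −2.17 (D10 replicate 2) to −1.30 (D21 replicate 2). NKT-like cells, D21 to D48 ranged from −0.60 (D48 replicate 3) to 0.73 (D48 replicate 2).

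The numbers of changed genes and clusters had these lowest and highest values. Smaller rebuilt clusters ranged from 2 (D10 replicate 1) to 4 (control of day 21). CD4, D10, higher ranged from 100 (D10 replicate 1) to 378 (control of day 21). CD4, D10, lower ranged from 211 (D10 replicate 1) to 532 (control of day 21). CD8, D10, higher ranged from 2 (D10 replicate 2) to 38 (control of day 21). CD8, D10, lower ranged from 16 (D10 replicate 2) to 135 (control of day 21). NKT, D10, higher ranged from 14 (control of day 48) to 165 (control of day 21). NKT, D10, lower ranged from 67 (control of day 48) to 337 (control of day 21). NKT, D21, higher ranged from 1 (control of day 48) to 52 (control of day 21). NKT, D21, lower ranged from 5 (control of day 48) to 119 (control of day 21). NKT, D48, higher ranged from 3 (D48 replicate 3) to 51 (D48 replicate 2). NKT, D48, lower ranged from 6 (control of day 48) to 89 (control of day 21). Treg, D10, higher ranged from 0 (control of day 21) to 4 (D21 replicate 1). Treg, D10, lower ranged from 0 (control of day 48) to 18 (D48 replicate 1). Treg, D21, lower ranged from 0 (control of day 21) to 1 (D10 replicate 1).

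Genes whose sign changed with a sample left out had these lowest and highest log2 fold changes. Selplg (NKT, D10) ranged from −0.32 (control of day 21) to 0.67 (control of day 48). Entpd1 (NKT, D10) ranged from −0.00043 (control of day 21) to 0.14 (control of day 48). Adora2a (NKT, D10) ranged from −0.057 (control of day 21) to 0.66 (control of day 48). Il18r1 (NKT, D10) ranged from −1.04 (control of day 21) to 0.63 (control of day 48). Tgfb1 (NKT, D21) ranged from −0.38 (control of day 48) to 0.036 (D21 replicate 2). Tgfb1 (Treg, D10) ranged from −0.46 (control of day 48) to 0.085 (control of day 21). Scaf11 (CD4, D10) ranged from −0.38 (control of day 48) to 0.22 (control of day 21). Gm42418 (CD4, D10) ranged from −0.18 (control of day 48) to 0.60 (control of day 21). Gm42418 (CD8, D10) ranged from −0.042 (D10 replicate 2) to 0.63 (D10 replicate 1). Cd8b1 (CD8, D10) ranged from −0.40 (D10 replicate 2) to 0.050 (D10 replicate 1).

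Depth limits these results where few cells stand behind a sum. The day 21 control had 26 NKT-like and 12 Treg-like cells, and the day 48 control, whose removal moved many of the values above, had 132 and 25.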

Differences from the paper's values

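The paper states an adjusted p of 0.0004 for NKT cells on D10 and names no reference group for it. Against control, the value here was 0.0034 from edgeR. None of the alternatives for this comparison came within 1.5 times the paper's value. By ratio, the nearest were the legacy quasi-likelihood (0.00015), the first version of the naming rule (0.0017), chosen after the data had been seen, and TMM factors (0.0018). DESeq2 gave 7.5e-07. For Tregs the paper states 0.043, again without a reference group, and the value here against control was 0.0019 from edgeR. With the cell counts of Table S1 it was 0.047, and this is the only alternative that came within the paper's value. The legacy fit on the same counts, chosen after the data had been seen, gave 0.024. Against the average of the other groups, the values here were 0.0050 for NKT-like and 0.0031 for Treg-like cells, both from edgeR. Both the paper and the values here test cells counted per sample, but the paper's classes rest on SingleR labels and those here on marker lists. For NKT cells, the counts of Table S1, which hold the paper's labels, gave an adjusted p of 0.0049 from edgeR. The legacy fit on them gave 3.2e-05. The labels alone therefore do not account for the difference from 0.0004.

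The paper's clusters were rebuilt, and each is set beside its best match. For D10 against the other groups, the paper states an adjusted p of 0.005 for cluster 5, and the value was 3.1e-05. For cluster 2 it states 0.025 against 0.0038, for cluster 10 0.046 against 0.0038 and for cluster 6 0.046 against 0.88. Clusters 2 and 10 had the same match, and the match of cluster 6 rests on only 4 shared marker genes. For cluster 15 it states 0.046. The paper took that cluster from a higher resolution that was not run here, so it was not rebuilt. Its best match, rebuilt cluster 5, had 0.0038 but matched cluster 3 better. No alternative set before the data were examined came within these values. The legacy fit was not run on the rebuilt clusters. For the controls against the other groups, the paper states 0.018 for cluster 3 and for cluster 5, and the values were 0.012 and 0.00062. Resolution 0.5 (0.013) came within the value for cluster 3 and TMM factors (0.012) within that for cluster 5. For D10 against control it states 0.002 for both, and the values were 0.0036 and 2.8e-05. Resolution 0.2 (0.0028) came within the value for cluster 3 and no alternative within that for cluster 5.

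The paper gives 19% NKT cells and 9% CD8 T cells in cluster 5, and the match held 2.39% and 3.32%. It gives 24% CD4 T cells in cluster 2, and the match held 5.61%. For cluster 6 it gives 69% CD4 T cells against 43.4%, and at resolution 0.5 the match held 53.6%. For cluster 10 it gives 53% CD8 and 46% CD4 T cells against 84.6% and 5.61%. At resolution 0.2 these were 37.9% and 50.0%, in a cluster that also matched cluster 2. Neither resolution 0.2 nor 0.5 came within the paper's shares for the other values in this paragraph.

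The paper's statements differ from the values here in these directions. It describes cluster 6 as reduced on D10, and its match changed by −0.062 against the other groups. That match rests on only 4 shared marker genes. It held 43.4% CD4-like cells, against 69% CD4 T cells in the paper, so the 2 clusters may hold different cells. It names Scaf11 as caspase-11 and describes it as almost confined to 1 cluster. Casp4, a separate gene in the annotation, was taken here as the gene of caspase-11. Scaf11 was found in between 37.8% and 55.8% of the cells of every rebuilt cluster, with its highest level in the match of clusters 2 and 10. Its Results describe interactions of PD-L1, ENTPD1, ADORA2A and TGF-β in NKT cells as lower on D10 and D21, and its Discussion describes PD-L1, ENTPD1 and ADORA2A as higher early and lower late. The log2 fold changes on D10 were −0.62 for Cd274, 0.024 for Entpd1, 0.068 for Adora2a and −0.34 for Tgfb1, with none past the threshold. The fold changes of Table S3 are headed as infected against control, and all 160 genes tested for D10 had the opposite sign here, so that they are higher in the controls where the table is positive. The same holds for all 8 genes tested for D10 and both tested for D48 in Table S4. The paper's gene tests took cells as replicates, and those here took samples. It describes IFN-γ, TNF and granzyme b as means by which NKT cells respond, and Ifng, Tnf and Gzmb were lower in NKT-like cells on D10 than in the controls, by log2 fold changes of −2.08, −1.65 and −1.91. Against the control of day 10 alone, chosen after the data had been seen, these were −0.063, −0.99 and −0.42, and none was past the threshold.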

Other observations

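The tests of immediate early genes, of the cluster with the highest Gm26917, of the larger NKT-like cluster alone and of the control of day 10 alone were chosen after the results had been seen.

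The mean of 14 immediate early and heat shock genes, of which 7 had been seen in Table S3 first, was lower on D10 than in the controls. The log2 difference was −1.47 in NKT-like, −0.63 in Treg-like, −0.79 in CD4-like and −1.21 in CD8-like cells. The day 10 control lay at a position of 1.11, 0.334, 0.860 and 0.985 between the other controls (0) and D10 (1), and D10 replicate 3 at 0.789, −0.00659, 0.142 and 0.772. A difference in handling between the days is a candidate explanation, to which the position of 0.985 in CD8-like cells fits. In Treg-like cells the groups overlap, with the day 21 control at 0.688 and D10 replicate 2 at 0.460, so that positions there decide nothing. An effect of the day on the animals stays open.

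The NKT-like class of the controls lay mostly in the cluster led by Klra9 and Ifng, and that on D10 in the cluster led by Cxcr6. Of the 419 called genes that could be tested in the larger cluster alone, 78.0% kept their sign and at least 0.5 of their log2 fold change. Most D10 cells are the same in both comparisons, and both controls together had 29 cells in that cluster, so this share alone does not decide how many changes come from the make-up of the class. In the larger cluster alone, 91 of the called genes were past the threshold with the same sign, which argues against the make-up as the whole source for these 91. For the other called genes it stays open.

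The paper states that fewer interactions were predicted on D10. The number of genes found in at least 10% of NKT-like cells on D10 was 1252 after thinning, and D10 had the lowest number neither before nor after. The prediction itself was not run, so a role of depth in the number of interactions was not tested.

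The rebuilt cluster with the highest Gm26917 had a median UMI count of 1.11 times that of the samples, which argues against damaged cells of low UMI count as its source. No biological explanation was tested.

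With all 12 samples, 1152 genes were called in CD4-like, 92 in CD8-like, 78 in NKT-like and 0 in Treg-like cells by edgeR between D10 and control. In Treg-like cells 126 genes had an unadjusted p below 0.05, and DESeq2 was not run. Of the 10 ways to split these 6 samples, 1 gave as many genes in CD4-like, 1 in CD8-like and 1 in NKT-like cells, which is the real split. In Treg-like cells the real count was 0, which any split reaches, so the splits say nothing there. With only 10 splits, no outcome could have excluded chance at 0.05, so this test leaves chance undecided in every class.

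Against the control of day 10 alone, NKT-like cells on D10 kept the sign and at least 0.5 of the log2 fold change in 41 of 461 called genes (8.89%), CD8-like cells in 18 of 134 (13.4%), CD4-like cells in 283 of 821 (34.5%) and Treg-like cells in 0 of 12. With each of the other time points set against the control of its own day, NKT-like cells kept 82 of 113 (72.6%) on D21 and 107 of 109 (98.2%) on D48. The controls of these days had helped to define the called genes and that of day 10 had not, so high shares are built in there and the comparisons are unlike.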
